# Hematopoietic stem cells retain functional potential and molecular identity in hibernation cultures

**DOI:** 10.1016/j.stemcr.2021.04.002

**Published:** 2021-05-06

**Authors:** Caroline A. Oedekoven, Miriam Belmonte, Daniel Bode, Fiona K. Hamey, Mairi S. Shepherd, James Lok Chi Che, Grace Boyd, Craig McDonald, Serena Belluschi, Evangelia Diamanti, Hugo P. Bastos, Katherine S. Bridge, Berthold Göttgens, Elisa Laurenti, David G. Kent

**Keywords:** hematopoietic stem cells, quiescence, cell cycle, stem cell niche, single-cell RNA sequencing, single-cell assays, transplantation

## Abstract

Advances in the isolation and gene expression profiling of single hematopoietic stem cells (HSCs) have permitted in-depth resolution of their molecular program. However, long-term HSCs can only be isolated to near purity from adult mouse bone marrow, thereby precluding studies of their molecular program in different physiological states. Here, we describe a powerful 7-day HSC hibernation culture system that maintains HSCs as single cells in the absence of a physical niche. Single hibernating HSCs retain full functional potential compared with freshly isolated HSCs with respect to colony-forming capacity and transplantation into primary and secondary recipients. Comparison of hibernating HSC molecular profiles to their freshly isolated counterparts showed a striking degree of molecular similarity, further resolving the core molecular machinery of HSC self-renewal while also identifying key factors that are potentially dispensable for HSC function, including members of the AP1 complex (*Jun*, *Fos*, and *Ncor2*), *Sult1a1* and *Cish*. Finally, we provide evidence that hibernating mouse HSCs can be transduced without compromising their self-renewal activity and demonstrate the applicability of hibernation cultures to human HSCs.

## Highlights

• Fully functional single HSCs are maintained in the absence of a hematopoietic niche
• scRNA-seq identifies the molecular regulators of HSC hibernation and SCF activation
• Human HSC activity can be retained in hibernation cultures
• Single HSCs can be transduced with lentiviral constructs during hibernation

## Introduction

The blood-forming system is sustained by a rare subset of hematopoietic stem cells (HSCs) with the potential to differentiate into all mature blood cell types and to create equally potent daughter HSCs to maintain tissue homeostasis (Doulatov et al., 2012; Eaves, 2015; Ganuza et al., 2020; Laurenti and Göttgens, 2018). As the seed cells for the blood system, their clinical potential for cellular therapies is vast and the need to understand their molecular program in different physiological states is critical for their therapeutic application. Recently, cell culture conditions have been reported to produce large numbers of functional mouse and human HSCs (hHSCs) (Fares et al., 2017; Wilkinson et al., 2019) but, in all cases, the substantial majority of cells produced are non-HSCs (Bak et al., 2018; Gundry et al., 2016; Shepherd and Kent, 2019; Wagenblast et al., 2019).

In the absence of robust purification strategies for functional HSCs in culture, it becomes virtually impossible to study the molecular profile of HSCs removed from their *in vivo* microenvironment. Previous studies have highlighted the potential for retaining long-term HSC (LT-HSC) function in cultures with low amounts of proliferation in the absence of excessive cytokine-induced signaling (Kobayashi et al., 2019; Yamazaki et al, 2006, 2009), although these cultures were still predominantly non-HSCs. An *in vitro* system that could retain highly purified single HSCs would offer the potential to molecularly profile niche-independent HSCs and to resolve the essential components of self-renewal *in vitro*.

Here, we describe such a system, demonstrating that fully functional mouse LT-HSCs can be maintained in minimal cytokine conditions over a period of 7 days without undergoing cell division. This novel cell culture system preserves the core features of HSCs, including the speed of quiescence exit, subsequent cell-cycle kinetics, mature cell production, and HSC self-renewal activity in serial transplantation assays. The functional properties of these hibernating HSCs are virtually indistinguishable from freshly isolated HSCs and molecular profiling by single-cell RNA sequencing (scRNA-seq) shows a high degree of overlap with freshly isolated HSCs, but also reveals a number of molecular changes that identify genes potentially dispensable for retaining HSC function.

## Results

### Single LT-HSCs can retain multipotency *in vitro* under minimal cytokine stimulation

Previous studies suggested that stem cell factor (SCF) and thrombopoietin (TPO) are essential for HSC self-renewal and proliferation, but potentially dispensable for stem cell maintenance (Yamazaki et al., 2006, 2009; De Graaf and Metcalf, 2011). A number of studies use gp130 family members (e.g., interleukin-11 [IL-11], IL-6) in HSC maintenance conditions, including our own studies which typically use 20 ng/mL of IL-11 alongside 300 ng/mL of SCF (Kent et al., 2008b; Kent et al., 2013; Shepherd et al., 2018). To test the absence of SCF and TPO, we cultured single mouse bone marrow CD45^+^EPCR^+^CD48^−^CD150^+^Sca1^high^ LT-HSCs, which are ∼60% functional HSCs by single-cell transplantation (Wilson et al., 2015), in the presence of 20 ng/mL IL-11 alone in both serum-containing (Kent et al., 2013; Shepherd et al., 2018) and serum-free conditions (Wilkinson et al., 2019) (Figure 1A). Between 20% and 40% of single LT-HSCs survived 7 days of culture (Figure 1B), making them considerably more resilient to cytokine depletion than single sorted progenitor cell fractions (Lin^−^Sca1^+^c-Kit^+^), where no cells survived past 2 days (data not shown). Interestingly, 99.2% (634 of 639 cells) of the surviving input LT-HSCs were maintained as single cells for the 7-day period (Figure 1C), and single-cell time-lapse imaging and tracking confirmed that cells did not undergo division followed by death of one daughter cell (Video S1). Together this prompted us to term the minimal cytokine condition as a “hibernation” condition, similar to the cellular state of LT-HSCs described after the addition of lipid raft inhibitors (Yamazaki et al., 2006).

**Figure 1:**
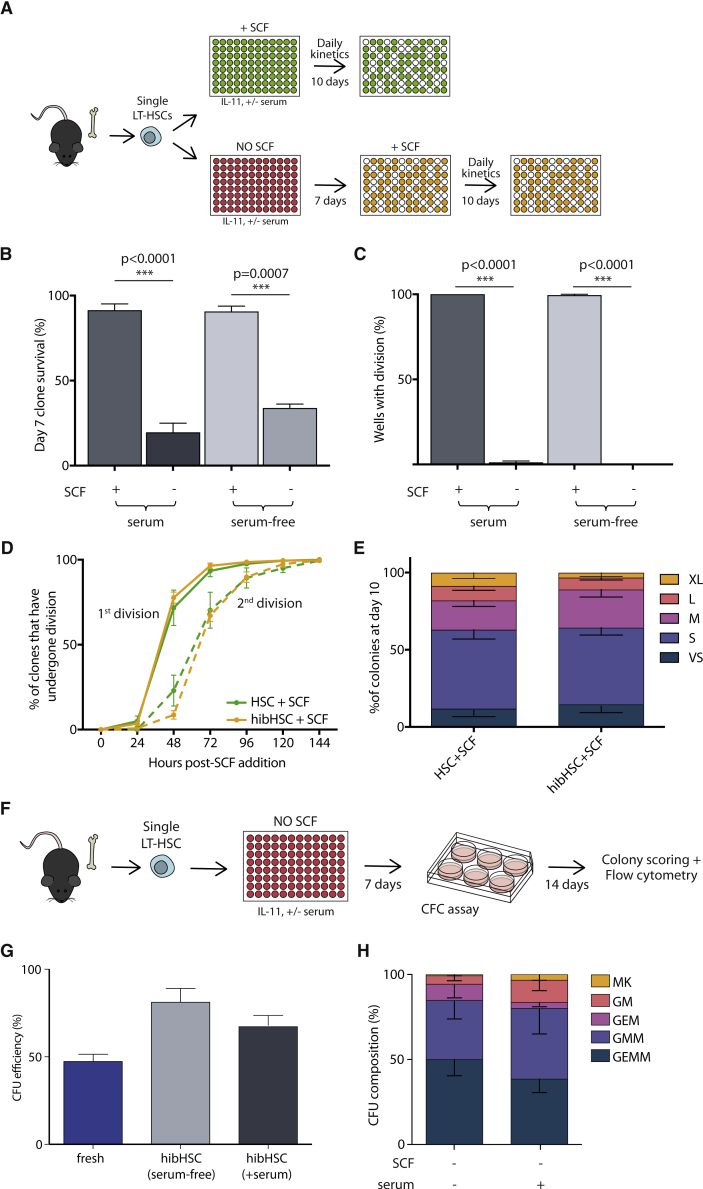
Absence of SCF and TPO maintains HSCs as single multi-potent cells *in vitro* (A) Single CD45^+^EPCR^+^CD48^−^CD150^+^Sca1^high^ LT-HSCs were sorted into individual wells and cultured in the presence of IL-11, in serum-supplemented or serum-free medium and in the presence or absence of SCF. For SCF-supplemented cultures (green plate), daily cell counts were performed for 10 days. For cultures only containing IL-11 (red plate), HSCs were supplied with SCF on day 7 post-isolation after which daily cell counts were performed for an additional 10 days. In all cases, clone size was assessed at day 10 post-SCF addition. (B) HSC survival is decreased in the absence of SCF compared with SCF-supplemented medium (+serum/+SCF n = 355, 5 biological replicates; +serum/−SCF n = 1,722, 7 independent experiments; −serum/+SCF, N = 144, 2 independent experiments, −serum/−SCF n = 284, 3 independent experiments). (C) Numbers of wells with >2 cells were scored to determine the number of clones that had divided. At day 7 post-isolation, only culture conditions without SCF maintained HSCs as single cells. (D) Cell division kinetics post-SCF addition. Entry into cell cycle was comparable between freshly isolated HSCs (green solid line) and cells that had been maintained as single cells for 7 days (orange solid line) in serum-supplemented media. Time to subsequent cell division (dotted lines) was not significantly different between conditions (SCF added at day 0, n = 355, 5 independent experiments; SCF added at day 7, n = 1,722, 7 independent experiments). (E) Colony size was measured on day 10 post-SCF addition and no difference in clone size distribution was observed between HSCs cultured in the presence of SCF from day 0 and post-hibernation HSCs (day 7 + 10). (F) Single LT-HSCs were cultured for 7 days in IL-11 alone, in serum-supplemented or serum-free medium. After 7 days, single hibernating LT-HSCs were individually transferred into a cytokine-rich methylcellulose CFC assay and cultured for an additional 14 days. On day 14, lineage composition of individual colonies was assessed by flow cytometry. (G) Colony-forming efficiency for freshly isolated single LT-HSCs, single LT-HSCs cultured in serum-supplemented and serum-free hibernating cultures (fresh, n = 300, 3 biological replicates; serum-free, n = 121, 5 independent experiments; +serum, n = 230, 6 independent experiments). (H) Colony subtype analysis showed that the majority of single cells (~80%) generated colonies of at least three lineages in colony-forming unit (CFU) assays (hibHSC serum-free, n = 70, 4 independent experiments; hibHSC + serum, n = 166, 3 independent experiments). Colonies were defined as MK (containing cells positive for megakaryocyte marker CD41), GM (containing cells positive for granulocyte/monocyte markers Gr1 and CD11b), GEM (positive for GM and erythrocyte markers Gr1, CD11b, and Ter-119), GMM (positive for GM and MK markers), and GEMM (positive for GM, MK, and E markers), as described in the Experimental procedures. Bars show mean with SEM. Unpaired t test: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001.

Video S1. Single-cell time-lapse imaging of single HSCs in hibernation cultures

To assess the functional potential of single LT-HSCs in the hibernation condition (hibHSCs), 300 ng/mL SCF was added to mirror cytokine combinations previously applied to freshly isolated LT-HSCs (Kent et al., 2008a; Kent et al., 2013; Shepherd et al., 2018). Time to first and second division was indistinguishable from freshly isolated LT-HSCs receiving SCF (Figure 1D), and clonal proliferation and survival over the subsequent 10 days was also similar, as indicated by clone size distribution being nearly identical to freshly isolated HSCs stimulated for 10 days (Figure 1E). In accordance with this, single hibHSCs also retained their multipotency in colony-forming cell (CFC) assays (Figures 1F and 1G) and 60%–70% of single cells generated at least three different lineages (Figure 1H), as determined by flow cytometry. Together, these data suggest that HSCs surviving cytokine depletion exist in a state of prolonged hibernation and can be revived to function indistinguishably from freshly isolated HSCs.

### Hibernating HSCs are fully functional in transplantation assays

To assess whether cells cultured in the absence of SCF or TPO retained their HSC self-renewal expansion capability, single day 7 hibHSCs were transplanted and their repopulation capacity was compared with freshly isolated HSCs (Figure 2A); 62.5% (15/24) and 45.8% (13/29) of primary recipients transplanted with single hibHSCs (without serum and with serum, respectively) had >1% multi-lineage donor chimerism at 16–24 weeks post-transplantation compared with 48.8% (33/69) of freshly isolated HSCs (Figure 2B). Secondary transplantation efficiency was also high (Figure 2C), suggesting that the period of 7 days *in vitro* had no impact on HSC self-renewal. This was further supported by the observation of no significant differences in mature cell production between hibHSCs and freshly isolated HSCs, as determined by the relative proportions of the HSC subtype produced in single-cell transplantation experiments (Figure 2D). Notably, despite these high functional purities, the total yield of functional HSCs was slightly lower considering that some HSCs do not survive hibernation. These data provide formal evidence that, following 7 days of SCF and TPO depletion and in the complete absence of a supportive stem cell niche, LT-HSCs can retain full functional potential as assessed by serial transplantation.

**Figure 2:**
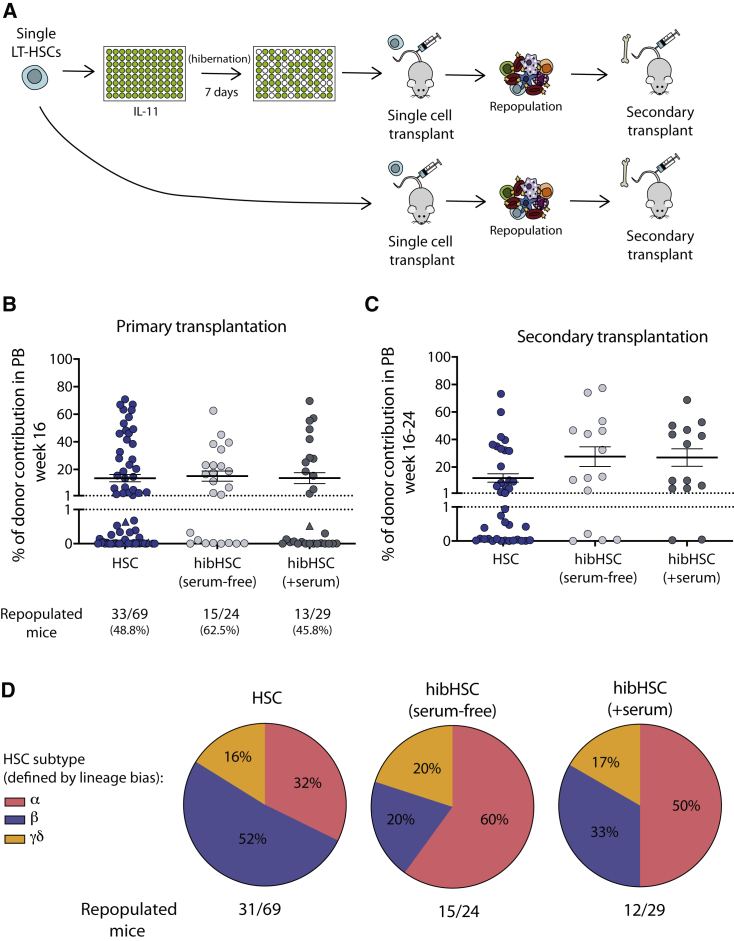
Hibernating HSCs maintain *in vivo* functional activity (A) HSCs were cultured in hibernation conditions in either serum-supplemented or serum-free medium. Single fresh or day 7 hibernating LT-HSCs were transplanted into W41-CD45.1 recipients (fresh n = 69; serum-free n = 24; +serum n = 29). Secondary transplantations were undertaken in all mice with donor engraftment (>1%) at 16–24 weeks post-transplantation. (B and C) Graphs show percent donor chimerism in the peripheral blood of primary (B) and secondary (C) recipient mice at 16–24 weeks post-transplantation. Recipients with chimerism >1% and at least 0.5% of GM, B, and T cells were considered to be repopulated. (Triangles represent mice where chimerism reached >1% at weeks 20–24 post-transplantation but had not done so by 16 weeks.) (D) No significant difference was observed in the balance of mature cell outputs between freshly isolated and post-hibernation HSCs. Based on donor myeloid (M) to lymphoid (L) ratio at 16 weeks in primary recipients, the founder HSC was retrospectively assigned one of the following subtypes: α (alpha, M:L > 2), β (beta, M:L > 0.25 < 2), γ (gamma, M:L < 0.25), δ (delta, M:L < 0.25 and failure to contribute to myeloid lineage past 16 weeks) in accordance with Dykstra et al. (2007) (HSC n = 31/69; hibHSC (+serum) n = 12/29; hibHSC (serum-free) n = 15/24).

### High CD150 expression prospectively enriches for resilient HSCs

Since only a proportion of phenotypic LT-HSCs survive hibernation conditions, we used flow cytometric index-sort data to determine whether levels of specific cell surface markers might associate with survival. Expression levels of the SCF receptor (c-Kit) did not select for surviving HSCs, while higher CD45 and EPCR expression were modestly increased on hibHSCs compared with cells that did not survive hibernation conditions (data not shown). High CD150 expression strongly associated with higher survival at day 7 (Figure 3A). To verify whether CD150 could be used to prospectively enrich for resilient HSCs, single LT-HSCs were sorted as CD150^mid^ or CD150^high^ and cultured in hibernation conditions. CD150^high^ HSCs show significantly higher (4.2-fold) survival on day 7 compared with CD150^mid^ HSCs, confirming that CD150 expression can enrich for phenotypic LT-HSCs that could survive hibernation conditions (Figure 3B). We next assessed whether CD150 levels on surviving LT-HSCs associated with successful transplantation and found no significant differences in CD150 intensity between HSCs that successfully repopulated recipients versus those that did not (Figure 3C). Interestingly, when we compared the cell division kinetics and 10-day colony size of single HSCs with high versus low expression of CD150, we observed smaller colonies from cells expressing high levels of CD150 (Figures 3D and 3E). Together these data suggest that, while higher CD150 expression can isolate cells enriched for resilient LT-HSCs with lower *in vitro* proliferation, the cells with lower CD150 expression that survive do not have compromised transplantation ability, which is supported by previous datasets examining CD150 expression in freshly isolated and transplanted HSCs (Beerman et al., 2010; Morita et al., 2010; Wilson et al., 2015).

**Figure 3:**
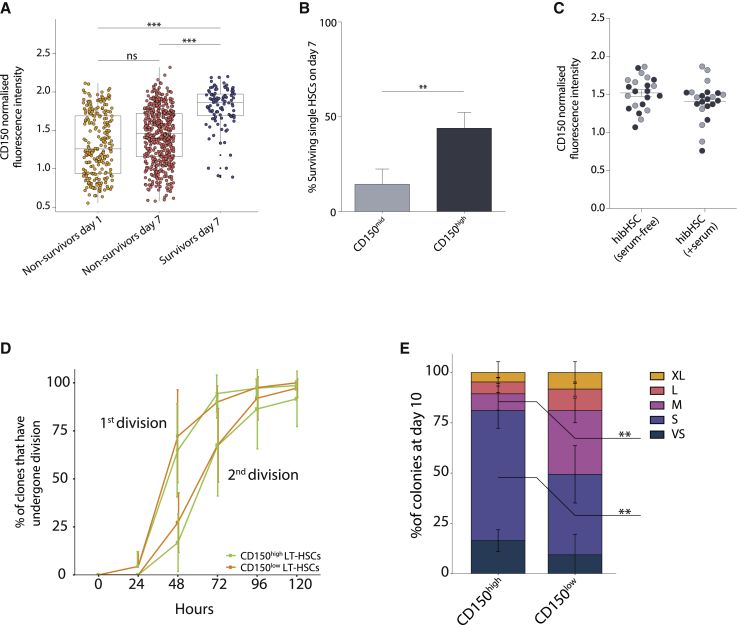
Higher expression of CD150 identifies resilient LT-HSCs (A) Flow cytometric index-sort data were used to determine the CD150 expression level of LT-HSCs at the time of isolation. Cells that did not survive at day 1 and day 7 were compared with those that survived out to day 7, with the latter population of cells correlating with higher CD150 expression. A boxplot shows the median with interquartile range. Vertical lines represent outermost quartiles. Black dots, if present, are extreme outliers. Unpaired t test: ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (B) Prospectively sorted CD150^high^ LT-HSCs show 4.2-fold higher survival than CD150^mid^ LT-HSCs (n = 480, 5 independent experiments). Paired two-tailed t test. (C) Hibernating HSCs in serum-free and serum-supplemented conditions were transplanted, and their CD150 levels retrospectively assessed. Cells able to repopulate a recipient (black) did not differ in initial CD150 expression levels compared with cells unable to repopulate (gray). (D) HSCs with high or low expression of CD150 were determined using index-sorting data from freshly isolated HSCs that were cultured for 7 days in serum-free medium supplemented with 20 ng/mL IL-11 and 300 ng/mL SCF. Three biological replicates were analyzed, and in each case the top third and bottom third of CD150 expressers were analyzed as CD150^high^ and CD150^low^, respectively. Daily cell counts were performed to assess cell division kinetics. Entry into cell cycle and the second division were not significantly altered between CD150^high^ and CD150^low^ LT-HSCs. (E) Using the same experimental data from Figure 3D, colony sizes from single LT-HSCs were measured on day 10 and clone sizes from single LT-HSCs with high expression of CD150 were significantly reduced compared with those with low CD150 expression (bars show mean with SD. Sidak's multiple comparison test: ^∗∗^p < 0.01).

### Hibernating LT-HSCs can be transduced without undergoing division

To further explore the experimental and clinical potential of hibHSC culture conditions, we next assessed whether transgenes could be delivered during the hibernation period. Small bulk populations of LT-HSCs were isolated and exposed to a GFP-containing lentivirus for 2 days and then re-sorted into single-cell cultures to determine single-cell transduction efficiencies and survival (Figure 4A). After 10 days, 40% of the original sorted clones (284/657) successfully produced colonies, with ∼17.6% (50/284) of the surviving clones being GFP^+^ (Figure 4B). In a second experiment to assess the *in vivo* functional potential of transduced hibernating LT-HSCs, bulk cells were transplanted following the 2-day transduction and assessed for GFP^+^ donor cell repopulation at 4, 8, and 16 weeks post-transplantation (Figure 4A). All recipient mice were positive with initial reconstitution levels ranging from 2% to 6% GFP^+^ cells (Figures 4C and 4D), and this contribution was stable throughout the monitoring period, although early time points appear slightly higher, suggesting that HSCs with less-durable self-renewal might be preferentially transduced. Together, these data demonstrate that lentiviral constructs can be successfully delivered to LT-HSCs in hibernation cultures without cell division.

**Figure 4:**
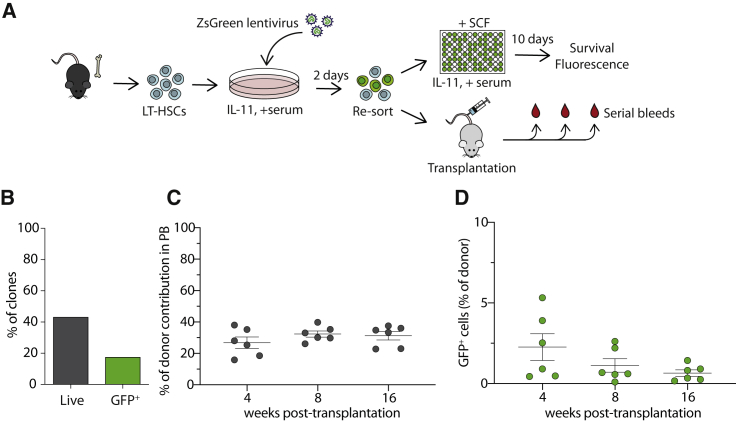
Single hibernating HSCs can be manipulated by lentiviral transduction (A) CD45^+^EPCR^+^CD48^−^CD150^+^ (ESLAM) cells were isolated and transduced with ZsGreen lentivirus and cultured together for 2 days in StemSpan supplemented with 10% fetal calf serum and IL-11. Cells were collected and virus was removed by collecting and re-sorting the cells into single wells and cultured in SCF-supplemented media for additional 10 days. A total of 4,001 total viable cells (a mixture of transduced and non-transduced cells) were re-sorted and transplanted into W41-CD45.1 (n = 6 recipients), and donor contribution and GFP expression were assessed by serial bleeds and flow cytometry analysis. (B) Graph shows the percentage of clones surviving after 10 days post-addition of SCF, and the green bar indicated the percentage of GFP^+^ clones. (C and D) Chimerism levels (20%–40%) were stable across all recipients at all time points (C), and an average of 1%–2% of donor cells was positive for GFP at 16 weeks post-transplantation (D). Bars show mean with SEM.

### Hibernating LT-HSCs share a core gene expression program with freshly isolated LT-HSCs

LT-HSCs deprived of SCF and TPO in hibernation conditions retain their functional properties, including the ability to reconstitute primary and secondary recipients (Figures 2B and 2C). Aside from IL-11, these LT-HSCs were cultured without signals from the hematopoietic niche or neighboring cells, making the transcriptome of these LT-HSCs a useful comparator for determining which genes might be dispensable for LT-HSC function. To address this question, we performed scRNA-seq on LT-HSCs cultured in serum-free hibernating conditions for 7 days (n = 106) and compared them to freshly isolated single LT-HSCs (n = 165) and also to LT-HSCs stimulated with SCF for 16 h (from both HSC + SCF [n = 63] and hibHSC + SCF [n = 127]) to determine the common pathways of activation upon SCF stimulation.

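Single long-term HSCs in 4 states were profiled by Smart-seq2: freshly isolated HSCs, hibHSCs held for 7 days with IL-11 and no SCF, and cells from both states exposed to SCF for 16 h. The authors aligned the reads with GSNAP to mm10 and counted them per gene with HTSeq, as the submitters' processing notes state, and the raw counts of the single-cell libraries were used as deposited. The labels place the libraries in 4 pools. Freshly isolated HSCs fill 95 wells of pools 1 and 2 and 48 wells of pool 3, hibHSCs fill 96 wells of pool 3 and 48 of pool 4, HSC + SCF cells fill 96 wells of pool 1, and hibHSC + SCF cells fill 144 wells of pool 4. HSC pools 1 and 2 hold the same cells sequenced in separate runs: for 94 of 95 cells the best match in the other run carried the same index pair, with a median correlation across genes of 0.914 against -0.0117 over all pairs of cells, so the runs were added cell by cell. This left 527 distinct cells. Cells with at least 100000 reads on genes, at least 2000 genes with a read and at most 20% mitochondrial reads were kept, which left out 5 HSCs, 5 hibHSCs, 30 HSC + SCF cells and 15 hibHSC + SCF cells. The paper's reported numbers are 165 HSCs, 106 hibHSCs, 63 HSC + SCF cells and 127 hibHSC + SCF cells, and its text leaves their details to the supplemental information, which was not used here. The paper's HSCs outnumber the distinct HSC wells, of which there are 95 and 48. Kept HSCs had 112061 to 11855803 reads on genes per cell in pools 1 and 2 (median 853556) and 173367 to 1928793 in pool 3 (median 787783). Kept hibHSCs had 104572 to 1886245 reads in pool 3 (median 864264) and 248987 to 653023 in pool 4 (median 435664). The median was 478447 reads in HSC + SCF cells (126318 to 3779398) and 737047 in hibHSC + SCF cells (310299 to 1124866). The median mitochondrial share of kept cells was 8.07% in HSC pools 1 and 2 and 5.10% in HSC + SCF, and between 1.58% and 2.06% in the other pools. Spike-in RNA took a median 67.97% of the reads of HSC pool 3 and 74.3% of hibHSC pool 4, but 2.30% or less in the rest, and was left out of every total. Counts of nuclear genes were summed over the kept cells of each group and pool and scaled by the total to CPM. A group's level is the mean of its pools, and a difference is the log2 ratio of levels after adding 1 CPM. A gene was counted as at least 2-fold higher or lower when its log2 ratio reached 1 in size and every pairing of a pool with a reference pool had the same sign, among genes with at least 10 CPM and a read in at least 20% of cells in the higher group. The median log2 ratio of these genes was 0.10 for hibHSCs against HSCs, -0.11 for HSC + SCF against HSCs and -0.05 for hibHSC + SCF against hibHSCs. TMM factors from edgeR moved the hibHSC median to -0.42 and the hibHSC + SCF median to 0.19, and median-of-ratios factors from DESeq2 moved the hibHSC median to -0.14. For each list of genes, fixed before the data were examined, the median log2 ratio was ranked among 10000 random lists of the same size and expression. The resulting percentile describes these libraries and is not a test. The labels name no animal or culture, so each group is 1 sample with no replicates, and no p-values were computed. Exact Poisson intervals on CPM and exact binomial intervals on shares of cells, at the 95% level, are given in parentheses and cover counting error only.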

To determine broad differences between cell fractions, we performed dimensionality reduction using Uniform Manifold Approximation and Projection (UMAP) on single cells from all four conditions. 

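Freshly isolated HSCs, hibHSCs, HSC + SCF and hibHSC + SCF cells each lay nearest to cells of their own state. Of the 15 nearest neighbours of each of the 472 kept cells, 90.5% came from the cell's own group, against 26.5% from group sizes alone. The share was 95.8% for freshly isolated HSCs, 78.99% for hibHSCs, 99.1% for HSC + SCF and 92.7% for hibHSC + SCF, against 29.1%, 29.3%, 13.8% and 27.2% from sizes. The hibHSCs of pools 3 and 4 were mixed: cells of pool 3 found 48.5% of their neighbours in pool 3 and 30.0% in hibHSC pool 4, and cells of pool 4 found 45.1% in hibHSC pool 3 and 35.1% in their own pool. The next group in both was hibHSC + SCF, with 15.8% for pool 3 and 19.9% for pool 4. Freshly isolated HSCs split by pool instead. Cells of HSC pool 3 had 85.4% of their neighbours in that pool and 4.17% in HSC pools 1 and 2, where sizes give 19.1%. Neighbours were found on 20 principal components of the 2000 most variable genes.

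**Figure D1:**
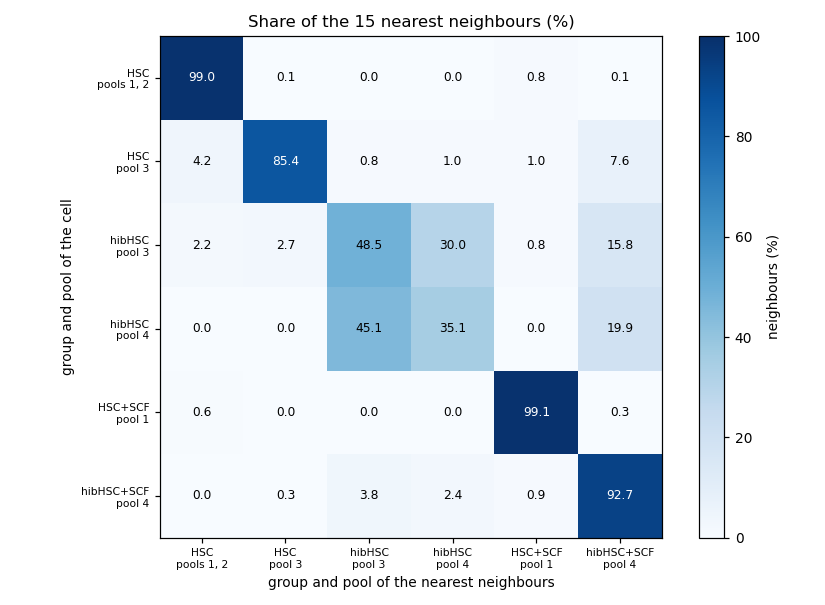
Heat map of the share of the 15 nearest neighbours (percent, color) of the cells of each group and pool (lines) that lie in each group and pool (columns). Cells of HSC pool 3 have 85.4% of their neighbours in their own pool, whereas hibHSC pools 3 and 4 share neighbours with each other.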

Cells from each physiological setting clustered together in a unique space (Figures 5A and S1A). These data indicate that, while there is substantial similarity to the molecular profile of freshly isolated HSCs, there are some molecular changes that result from being removed from the *in vivo* microenvironment for 7 days.

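Genes of cholesterol synthesis were higher in hibHSCs than in freshly isolated HSCs, beside large differences in single genes. Across 12455 genes, log2 levels in HSC pool 3 correlated with those in hibHSC pool 3 at a Pearson r of 0.753 (0.701 to 0.753 over the pairings of HSC and hibHSC pools), and HSC pools 1 and 2 correlated with HSC pool 3 at 0.747, while SCF-stimulated cells correlated with the HSC pools at 0.733 to 0.775. These values are across genes, which are not independent replicates. In cholesterol synthesis, 18 of 21 measured members were at least 2-fold higher in hibHSCs and 0 were lower, with a median log2 ratio of 1.50 (percentile 100). Mvk, encoding mevalonate kinase, had a log2 ratio of 3.88, Hmgcs1, encoding the HMG-CoA synthase of the pathway, 2.77, and Msmo1, a later sterol oxidase, 2.75. Among genes that met the size rule, the largest difference was in Wfdc17, a secreted protein with a whey acidic protein domain, at 7136 CPM in hibHSC pool 3 and 10054 in hibHSC pool 4 against 3.86 and 12.2 in the HSC pools, a log2 ratio of 9.90. Slc7a11, the cystine transporter, was higher at 6.14, and Dlk1, an imprinted gene, at 6.85. The class II antigen presentation genes H2-Aa (-6.42) and H2-Eb1 (-4.37) and the interferon-induced GTPase gene Gbp4 (-3.96) were among the lower genes. Their lists as a whole moved little. Of 10 antigen presentation genes, 3 were lower and 0 higher (median -0.13), and of 23 interferon response genes, 4 were lower and 3 higher (median -0.12).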

**Figure 5:**
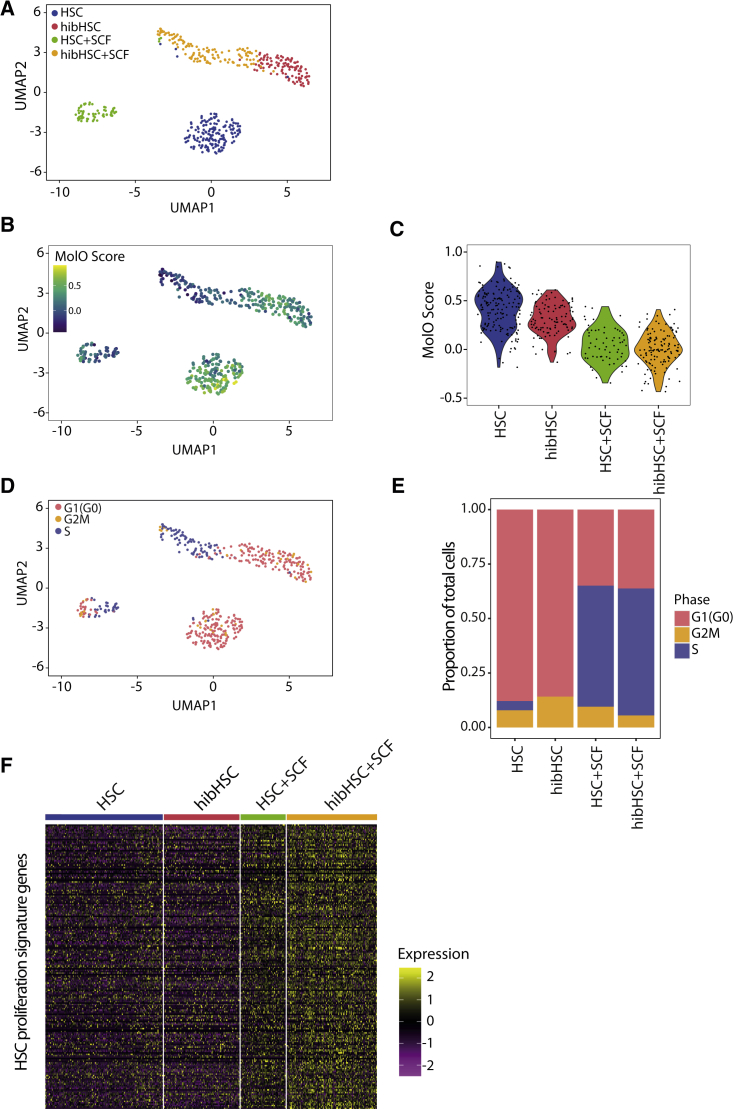
Gene expression profiling reveals a common transcriptional program between freshly isolated and hibernating HSCs (A) Uniform Manifold Approximation and Projection (UMAP) of scRNA-seq profiles derived from four distinct populations (HSC, blue dots; hibHSC, red dots; HSC + SCF, green dots; hibHSC + SCF, orange dots). (B) The HSC-specific Molecular Overlap (MolO) gene signature score was computed based on average expression of signature genes and projected onto the UMAP distribution. (C) MolO scores for the individual HSCs in each physiological state with the HSCs and hibHSCs having the highest overall scores. (D) Cell-cycle scores were computed for each cell and identified states were projected on the UMAP display from 5A (G1(G0), pink; G2/M, orange; S, blue). (E) A proportional representation of cell-cycle stages of all cells within each distinct population (G1(G0), pink; G2/M, orange; S, blue). (F) Heatmap of previously identified HSC-specific proliferation signature genes (Venezia et al., 2004) sorted by cell type with low expression in HSCs and hibHSCs and high expression in both sets of SCF-stimulated cells.

To assess the similarity of hibHSCs to freshly isolated HSCs further, we compared the expression levels of key HSC regulators that comprise the previously reported Molecular Overlap (MolO) gene signature (Wilson et al., 2015). Overlaying MolO scores on the UMAP plot shows that the highest MolO scores are present in the freshly isolated HSCs, followed by the hibHSCs, and then their SCF-stimulated counterparts (Figure 5B). This pattern is mirrored in the violin plots displaying individual single-cell MolO scores by physiological condition (Figure 5C). 

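Most of the MolO genes that the paper names in its text or in Fig. 6D had lower levels in hibHSCs than in freshly isolated HSCs, and lower levels with SCF. Of the 10 genes, 7 had their highest mean level in freshly isolated HSCs, then in hibHSCs, then in both SCF groups, and the exceptions were Procr, Pde1b and Ubl3. In hibHSCs against HSCs, 6 of the 10 were at least 2-fold lower and 0 higher, with a median log2 ratio of -1.24 (pairings of pools -1.39 to -0.85, percentile 0). With SCF, 8 of 10 were lower in freshly isolated HSCs (median -2.23) and 6 of 9 in hibHSCs (median -1.27). The paper chose these genes on the same cells, so their direction is not independent evidence, and the full MolO signature was not analysed here. A list of 35 HSC identity genes includes all of these 10 genes except Pde1b, so it is not independent evidence either. Of its members, 7 were at least 2-fold lower in hibHSCs and 2 were higher (median -0.28, pairings -0.41 to -0.16, and -0.97 with TMM factors, percentile 0.10). Ramp2, a receptor-modifying protein gene of the HSC state, was lower at -2.41, and Ly6a, encoding the stem cell antigen Sca-1, was higher at 2.39. With SCF, more of this list was lower, with 17 lower and 2 higher in HSC + SCF (median -1.08) and 14 lower and 1 higher in hibHSC + SCF (median -0.92).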

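Mllt3 was read in a lower share of hibHSCs and SCF-stimulated cells than of freshly isolated HSCs, and Cdkn1c in a lower share of SCF-stimulated cells. Procr, which encodes the sort marker EPCR, was read in 86.96% (80.2 to 92.1%) of freshly isolated HSCs and 53.96% (45.3 to 62.4%) of hibHSCs, and in 90.9% of HSC + SCF and 57.4% of hibHSC + SCF cells. Its CPM was lower in HSC + SCF than in HSCs, so no order of those groups is read from its shares. Mllt3, a regulator of HSC maintenance, was read in 97.8% of HSCs, 90.6% of hibHSCs, 86.4% of HSC + SCF and 79.8% of hibHSC + SCF cells. Cdkn1c, the CDK inhibitor p57 linked to HSC quiescence, was read in 74.6%, 64.03%, 27.3% and 48.8% of the cells of these groups in the same order. With every cell thinned to 100000 reads, which left out no kept cell, Procr was read in 75.4%, 41.7%, 81.8% and 44.96%, Mllt3 in 92.03%, 74.1%, 77.3% and 66.7%, and Cdkn1c in 45.7% (37.2 to 54.3%), 41.7% (33.4 to 50.4%), 21.2% and 27.1%.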

Individual genes comprising the MolO score and their relative expression across the four biological states are provided in Figure S1B. 

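The MolO genes named by the paper differed in how far their levels lay from those of HSCs in hibernation and with SCF. Gimap6, a GTPase gene of the immune-associated family, was at 1047 CPM in HSCs and 358 in hibHSCs, a log2 ratio of -1.55, and was lower with SCF in both settings (-3.35 in HSC + SCF and -1.64 in hibHSC + SCF). The log2 ratio of Cdkn1c was -1.97 in hibHSCs, -3.53 in HSC + SCF and -1.67 in hibHSC + SCF. Pde1b, a phosphodiesterase gene, was lower in hibHSCs (-1.54) and in HSC + SCF (-1.30). For Mllt3 the values were -0.88 in hibHSCs, -1.78 in HSC + SCF and -1.13 in hibHSC + SCF, and for Procr -0.78, -0.47 and -0.40, under 2-fold in each comparison. Neo1, encoding the receptor neogenin, was close to its HSC level in hibHSCs (-0.28, pairings of pools -0.91 to 0.53) and far lower in HSC + SCF (-4.85). Ubl3, a ubiquitin-like protein gene, had 0.16 in hibHSCs with pairings from -1.59 to 1.32, so its direction there depends on the pools compared.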

The relatively high MolO scores in hibHSCs indicates the utility of the MolO score for identifying functional HSCs irrespective of their physiological state. The similarity in these molecular features also suggests that other factors must be contributing to the clear separation between freshly isolated HSCs and hibHSCs.

Another example of molecular similarity between hibHSCs and freshly isolated HSCs was evident when components of the cell-cycle machinery were assessed to predict the cell-cycle stage of each profiled LT-HSC (Nestorowa et al., 2016; Hamey and Göttgens, 2019). Again, UMAP clustering (Figure 5D) shows that cell-cycle status is not the primary driver of molecular differences between freshly isolated and hibHSCs, with the vast majority of cells in both cases being in the G_0_/G_1_ phase of the cell cycle (Figure S1C). 

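Most cell-cycle genes did not meet the size rule between hibHSCs and freshly isolated HSCs, and the medians of their lists depended on the pools compared and on the scaling. Of 30 measured S-phase genes of Seurat, 2 were at least 2-fold higher in hibHSCs and 7 lower (median log2 ratio -0.22, -0.75 within the same pool and -0.73 with TMM factors), and of 23 Seurat G2/M genes, 0 were higher and 2 lower (median 0.10, -0.42 within the same pool and -0.39 with TMM factors). Ccnd1, the cyclin D1 gene that acts at entry into the cycle, was at 70.5 CPM in HSC pools 1 and 2 and 98.9 in HSC pool 3, against 0.362 and 0.349 in the hibHSC pools, a log2 ratio of -5.98 (pairings -6.21 to -5.71). It was read in 64.5% (55.9 to 72.4%) of HSCs and 12.2% (7.29 to 18.9%) of hibHSCs. Ccnd2 was also lower (-2.71), and Ccnd3 was at -0.41 with pairings from -1.04 to 0.47 and did not meet the size rule, whereas Cdk6, the kinase partner of these cyclins, was higher (1.43). Cells were called G1, a class that also holds G0, in 91.1% of HSC pools 1 and 2 and 77.1% of HSC pool 3, and in 88.2% of hibHSC pool 3 and 84.8% of hibHSC pool 4, so the HSC pools lay further apart than the groups.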

Overall, more than 80% of freshly isolated HSCs and hibHSCs had molecular profiles consistent with being in the G_0_/G_1_ phase of the cell cycle (Figure 5E), whereas both SCF-stimulated HSC fractions had fewer than 40% G_0_/G_1_ cells. These data also accord with the cell-cycle kinetics observed in Figure 1D, where cells that divide early in the curve (i.e., between 20 and 30 h after stimulation) would be expected to have progressed to the S or G_2_ phase by 16 h after stimulation. This is further emphasized by the heatmap in Figure 5E which displays the HSC proliferation gene signature from Venezia et al. (2004), where both freshly isolated and hibHSCs express low levels of proliferation-related genes (Figures 5F and S2A–S2E). 

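Freshly isolated HSCs and hibHSCs were mostly called G1 (G0), and the cells given SCF for 16 h were mostly called S phase. The share called G1 was 86.2% (79.3 to 91.5%) of HSCs, 87.1% (80.3 to 92.1%) of hibHSCs, 40.9% (29.0 to 53.7%) of HSC + SCF cells and 37.98% (29.6 to 46.9%) of hibHSC + SCF cells. S-phase calls made up 5.07% of HSCs and 2.16% of hibHSCs, against 53.03% of HSC + SCF and 57.4% of hibHSC + SCF cells. G2/M calls stayed between 4.65% and 10.8% in every group. They were lowest in hibHSC + SCF (4.65%) and highest in hibHSCs (10.8%). Yet 29 of 42 measured Seurat G2/M genes were at least 2-fold higher in hibHSC + SCF than in hibHSCs, and 0 lower (median log2 ratio 1.63). The cause of this conflict was not tested. Phases came from the S and G2/M gene scores of Seurat, and with cells thinned to equal depth the G1 shares were 88.4%, 87.8%, 42.4% and 40.3%. Under scran's cyclone, which uses another set of gene pairs, 100% of HSCs, 94.2% of hibHSCs, 97% of HSC + SCF and 91.5% of hibHSC + SCF cells were called G1, so the separation of the SCF groups depends on the caller.

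**Figure D2:**
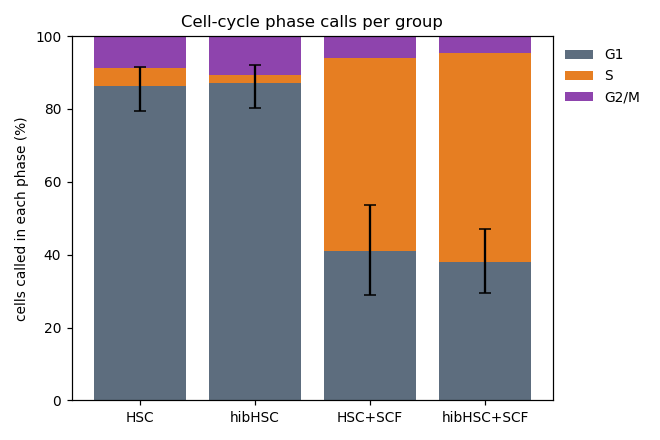
Stacked bars of the share of cells (percent) called G1 (G0), S and G2/M in each group. Error bars on the G1 share are exact binomial 95% intervals, and G1 covers more than 80% of HSCs and hibHSCs.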

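Genes of DNA replication were low in freshly isolated HSCs and hibHSCs and higher with SCF from either state. In HSC + SCF against HSCs, 35 of 45 measured replication genes were at least 2-fold higher and 0 lower (median log2 ratio 1.75, percentile 100), and in hibHSC + SCF against hibHSCs 38 of 46 were higher and 0 lower (median 2.27, percentile 100). Within the same pool the medians were 2.68 and 2.66. In hibHSCs against HSCs, 3 of 31 were higher and 6 lower (median -0.15, pairings of pools -0.77 to 0.40). The higher members were Rfc2, Rfc3 and Uhrf1, named after their values were seen, and Lig1, the replication ligase gene, was lower (-3.69). Rrm2, a subunit of the enzyme that makes deoxynucleotides, had a log2 ratio of 2.41 in HSC + SCF and 5.92 in hibHSC + SCF. Among the Table S1 genes lower in G0, 11 of 16 were higher in HSC + SCF (median 1.19, and 1.91 within the same pool) and 16 of 20 in hibHSC + SCF (median 1.56), with 0 lower in either. Of 13 measured in hibHSCs against HSCs, 1 was higher (H2afz, 1.17) and 0 lower. Among the Table S1 genes higher in G0, 15 of 47 were lower and 4 higher in HSC + SCF, 16 of 46 lower and 1 higher in hibHSC + SCF, and 11 of 47 lower and 5 higher in hibHSCs (median -0.38, pairings -0.42 to -0.06, and -0.85 with TMM factors, percentile 0.01). The proliferation signature of Venezia et al. was not analysed here.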

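Most autophagy and senescence genes did not meet the size rule between hibHSCs and freshly isolated HSCs. Of 18 measured autophagy genes of Table S1, Atg4d, a protease gene that processes the autophagosome protein LC3, was higher in hibHSCs (log2 ratio 1.62), and Ulk3, a kinase gene, was lower (-2.51), while the other 16 did not meet the size rule. The median of the list was 0.42 (pairings of pools 0.25 to 0.78, percentile 93.2), and with TMM factors it was -0.17, against -0.42 for all genes. Among the senescence genes, 11 were higher (10.48% of those measured) and 7 lower (6.67%; median 0.09, pairings of pools -0.15 to 0.37, percentile 42.3), and the TMM median was -0.41. Among genes tied to senescence and arrest, Cdkn1a, encoding the CDK inhibitor p21, was higher in hibHSCs (2.99) and Cdkn1c lower. With SCF, 2 autophagy genes were higher and 3 lower in HSC + SCF (median 0.12, pairings 0.03 to 0.16), and 0 were higher and 5 of 17 lower in hibHSC + SCF (median -0.34, pairings -0.44 to -0.18, and -0.08 with TMM factors). For senescence the counts were 15 higher (14.02%) and 14 lower (13.08%) in HSC + SCF and 17 higher (15.45%) and 14 lower (12.73%) in hibHSC + SCF.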

Finally, we also assessed markers of autophagy and senescence and in neither case did we observe a significant enrichment (Figures S3A and S3B).

### Hibernation cultures resolve common pathways of cytokine activation

Historically, the molecular impact of adding specific cytokines to HSCs has been performed following their direct isolation from the *in vivo* microenvironment. However, the impact that membrane dynamics, protein turnover, and transcriptional priming would have on the response of an HSC to a particular extracellular signal remains unclear. Hibernation cultures offer a different physiological state of highly purified HSCs from which to understand the direct impact of cytokine addition to a functional HSC. 

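Feedback genes of cytokine signaling were more often higher than lower in hibHSCs against freshly isolated HSCs, whereas the pathways' own components were mixed. Of 13 measured cytokine feedback genes, which STAT proteins induce, 7 were at least 2-fold higher and 2 lower (median log2 ratio 1.55, pairings of pools 0.73 to 1.63, and 0.98 with TMM factors, percentile 100). Socs3, the feedback inhibitor of receptors that signal through gp130, as the IL-11 receptor does, was at 97.1 CPM in hibHSCs and 0.871 in HSCs (5.71). Bcl6, a STAT-regulated repressor, was at 4.40, and the kinase gene Pim2 at 2.78. The lower members were Cish and Socs2, feedback genes of STAT5, the latter named after its value was seen (-2.42). Of 61 JAK/STAT components in Table S1, 10 were higher and 11 lower (median -0.12, pairings -0.20 to 0.26, and -0.61 with TMM factors, percentile 3.24), and among the MAPK components 22 were higher and 18 lower (median 0.20, pairings 0.03 to 0.48, percentile 87.5), with Relb, listed there, at 3.98. Dusp6, a phosphatase gene that ERK signaling induces, was lower (-4.28). Of 14 NFKB components, 3 were higher and 0 lower (median 0.38, pairings 0.20 to 0.98), namely Nfkbia (1.98), Traf6 (1.55) and Ikbkg (1.05, pairings 0.06 to 4.74), and of 82 PI3K/AKT components 12 were higher and 5 lower (median 0.25, pairings -0.06 to 0.86). The medians of the last 3 lists were negative with TMM factors (-0.31, -0.19 and -0.28) but above that of all genes. The libraries hold no 7-day culture without IL-11, so the effect of IL-11 cannot be told apart from that of the rest of the culture.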

First, we observed the impact of culturing HSCs in IL-11 alone during the hibernation condition, allowing us to resolve the pathways activated or suppressed in response to IL-11 (Figures S3C–S3E). Next, using SCF as a stimulant, we profiled freshly isolated HSCs and hibHSCs to identify individual gene expression patterns associated with SCF stimulation (HSC + SCF, hibHSC + SCF). We first generated differentially expressed gene lists from the HSC versus HSC + SCF and hibHSC versus hibHSC + SCF (Figure 6A). 

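In cells given SCF, many genes were at least 2-fold higher or lower than in unstimulated cells of the same state. Freshly isolated HSCs were not cultured, and no HSCs were cultured for 16 h without SCF. In HSC + SCF, an effect of SCF can therefore not be told apart from that of culture. In HSC + SCF against HSCs, 1190 genes were at least 2-fold higher and 1838 lower of 9883 measured, and in hibHSC + SCF against hibHSCs 1152 were higher and 1272 lower of 9937. Among the highest in HSC + SCF were the repair gene Rad51 (6.29), the matrix protein gene Tgfbi (6.26) and the protease inhibitor gene Serpine2 (5.79). Gdf15, a stress-induced cytokine gene, was at 6.09 and Cdkn1a at 5.78. In hibHSC + SCF they included Cenpk, a centromere protein gene (6.11), Birc5, which encodes survivin (5.85), and Tk1, the thymidine kinase gene (5.64). Ccnd1 was higher in hibHSC + SCF than in hibHSCs (5.09). Among the lowest were Plac8 (-6.59) in HSC + SCF and Gpr183, a receptor gene for oxysterols (-5.16), in hibHSC + SCF. Ighm, the immunoglobulin heavy chain gene, was at -6.53 in HSC + SCF against HSC, and at -1.41 without cells with other lineages' markers. With TMM factors, 1731 genes were higher and 781 lower in hibHSC + SCF (68.9% higher, against 47.5%), and against HSC pools 1 and 2 alone 2314 were higher and 1848 lower in HSC + SCF (55.6%, against 39.3%). In simulated cells with the measured spread between cells and no difference in most genes, 1677 of 9351 unchanged genes met the size rule in HSC + SCF and 675 of 9386 in hibHSC + SCF, so the counts include many genes that cell-to-cell spread alone would bring in. The simulation held no differences between pools of a group.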

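Genes of DNA replication, and the repair genes Rad51 and Rad51ap1, were higher with SCF whether the cells came fresh or from hibernation. Mcm2, a subunit of the replicative helicase (ENSMUSG00000002870, chromosome 6, 88883474 to 88898780 in mm10), was at 52.1 and 91.9 CPM in the HSC pools and 412 (407 to 418) in HSC + SCF, and at 34.9 and 11.4 in the hibHSC pools and 228.95 (225.9 to 232.1) in hibHSC + SCF, log2 ratios of 2.50 and 3.25. Mcm4, from the same helicase, had 3.53 and 2.82, and Mcm10, another gene of the replication list, 4.34 and 4.29. Rad51, the recombinase of homologous repair, was at 128.2 CPM in HSC + SCF (6.29) and 131.3 in hibHSC + SCF (4.61), and its partner Rad51ap1 had 4.68 and 4.75. Of 9004 genes measured in both comparisons, which share no cells, 305 were at least 2-fold higher in both and 374 lower in both. These are 2.70 and 2.22 times the numbers that independent lists of these sizes would share, and 69 and 84 genes went opposite ways. With each group's own pool as the only reference, 573 were higher in both, and with TMM factors 243 were lower in both. Genes of ATP synthesis and the respiratory chain were higher in 6 of 41 in HSC + SCF (median 0.36) and 19 of 41 in hibHSC + SCF (median 0.98), with 0 lower, but within the same pool the medians were 1.08 and 0.91. Atp5g1, an ATP synthase subunit, had 1.58 and 1.60. In nucleotide synthesis, 19 of 31 were higher and 1 lower in HSC + SCF (median 1.08, pairings 0.76 to 1.40), and 21 of 31 higher and 0 lower in hibHSC + SCF (median 1.54). Cad, which starts pyrimidine synthesis, had 2.01 in HSC + SCF. Of the MAPK components in Table S1, 28 (20.9%) were lower and 12 (8.96%) higher in HSC + SCF (median -0.33, pairings -0.32 to -0.10, percentile 1.96). In hibHSC + SCF, 18 (13.64%) were lower and 12 (9.09%) higher (median -0.23, 0.02 with TMM factors, percentile 2.44). Among all measured genes, 1838 of 9883 were lower in HSC + SCF and 1272 of 9937 in hibHSC + SCF. The shares of MAPK genes that were lower thus lay near those of all genes. Map2k6, the kinase that activates p38, was lower in hibHSC + SCF (-2.79).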

Twenty-seven genes were commonly differentially expressed (13 up and 14 down) upon addition of SCF with an expected activation of ATP generation and nucleotide metabolism alongside a number of positive cell-cycle mediators (*Mcm2*, *Mcm4*, *Mcm10*, *Rad51*, and *Rad51ap1*) and a reduction in developmental and MAPK-mediated signaling (Figures 6B and S4A). In addition to these expected changes, we also identified SCF targets specifically induced in HSCs (Figure S4A) and show that expression of Mif (Ohta et al., 2012) (an inflammatory cytokine promoting survival and proliferation) and Txn1 (Schenk et al., 1994) (regulator of AP-1 signaling) are directly promoted upon SCF addition to functional HSCs.

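Mif and Txn1 were higher with SCF in cells from both states. Mif (ENSMUSG00000033307, chromosome 10, 75859353 to 75860240) was at 128.8 (127 to 130.9) CPM in HSC pools 1 and 2 and 130.01 (126.4 to 133.7) in HSC pool 3, and at 284 (279 to 288) in HSC + SCF, a log2 ratio of 1.13 (pairings 1.12 to 1.13). In hibHSCs it was lower than in HSCs, at 59.7 and 63.98 CPM in pools 3 and 4 (-1.05), and in hibHSC + SCF it was at 278 (274 to 281), a log2 ratio of 2.15. It was read in 97.8% of HSCs, 84.9% of hibHSCs, 100% of HSC + SCF and 99.2% of hibHSC + SCF cells. Txn1 (ENSMUSG00000028367, chromosome 4, 57943373 to 57956411), encoding thioredoxin, was at 129.4 and 292 CPM in the HSC pools, 188.5 and 259.9 in the hibHSC pools, 613 (607 to 619.7) in HSC + SCF and 569 (564 to 574) in hibHSC + SCF. Its log2 ratio was 1.54 (pairings 1.07 to 2.24) in HSC + SCF and 1.34 (1.13 to 1.59) in hibHSC + SCF. Both genes have near-identical pseudogenes in the mouse genome that can share their reads, so their levels are uncertain to that extent.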

**Figure 6:**
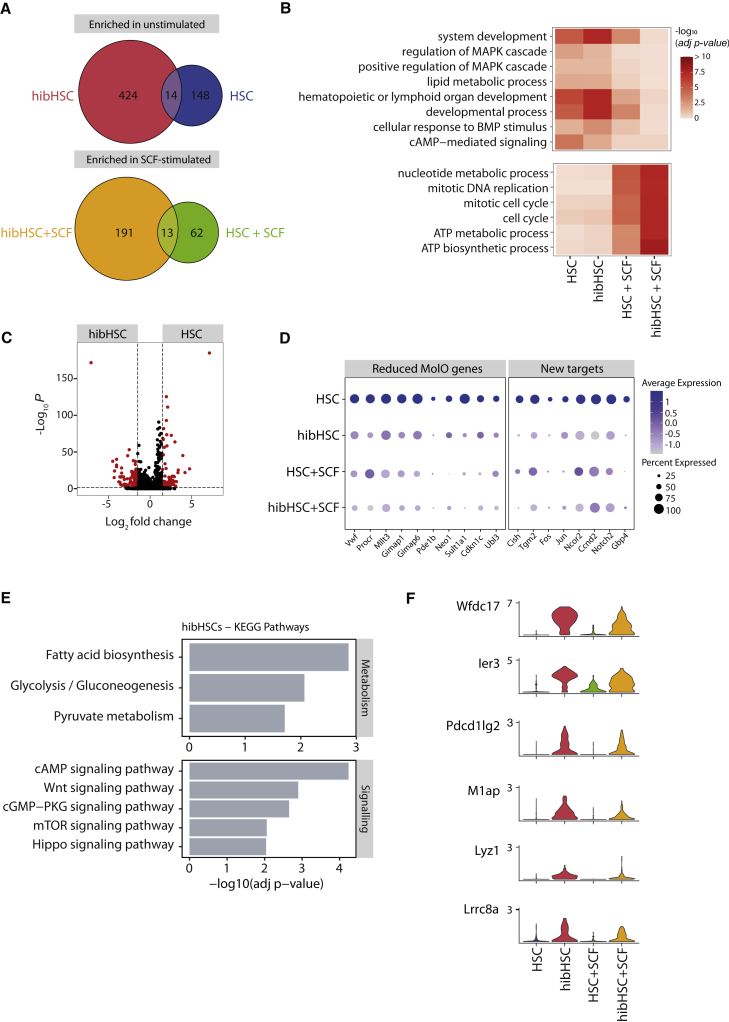
Hibernating HSCs have a unique molecular profile of stress response (A) Differential gene expression (DGE) was computed for two separate comparisons: (1) comparison of fresh HSCs (HSC) against SCF-stimulated HSCs (HSC + SCF); (2) comparison of hibernating HSC (hibHSCs) against hibHSCs post-SCF-stimulation (hibHSC + SCF) (negative binomial distribution, adjusted with Benjamini-Hochberg correction). Venn diagrams represent the number of genes commonly enriched in unstimulated populations (HSC and hibHSC) and SCF-stimulated populations (HSC + SCF and hibHSC + SCF) from both separate DGE computations. (B) Gene ontology term enrichment was computed based on differentially expressed genes, as outlined in (A). Minimum p value > 0.05 to be considered significantly enriched. (C) Volcano plot of differentially expressed genes (red dots), comparing fresh HSCs (HSC) and hibernating HSCs (hibHSC) (negative binomial distribution, adjusted with Benjamini-Hochberg correction). (D) Dot plot representing the average normalized expression of genes across the four distinct populations. Genes of interest and MolO signature genes were selected from DGE in (C). The size of each dot indicates the proportion of cells with normalized expression level >0 (scaled expression represented by color intensity). (E) KEGG pathway enrichment in unstimulated hibernating HSCs (hibHSC), showing selected metabolic and signal transduction pathways (enrichment cutoff: adjusted p value > 0.05). (F) Violin plots of normalized gene expression of selected differentially expressed genes, enriched in unstimulated hibernating HSCs (hibHSCs).

### Hibernating HSCs downregulate the AP1 complex and other stem cell regulators

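Freshly isolated HSCs and hibHSCs lay apart also among cells of the same library pool. In pool 3, which holds both, 87.04% of the nearest neighbours came from the cell's own group against 54.8% from sizes, at 80.7% for HSCs (33.6% from sizes) and 90.3% for hibHSCs (65.7%). The groups of a pool also differed in median spike-in share, at 67.97% in HSCs and 2.30% in hibHSCs of pool 3. In pool 4 it was 74.3% in hibHSCs and 1.87% in hibHSC + SCF cells. A difference in how the libraries were made can therefore not be told apart from the state there. In pools 1 and 2, HSCs and HSC + SCF cells found 99.1% of neighbours in their own group, against 50.9%. In pool 4 the share was 98.8% for hibHSC + SCF cells (73.6% from sizes) and 28.8% for hibHSCs (25.9%), so few neighbours of the SCF-stimulated cells were hibHSCs while most neighbours of the hibHSCs were SCF-stimulated cells. Among all cells, 19.9% of the neighbours of these hibHSCs were hibHSC + SCF cells, against 27.4% from sizes. Across genes, hibHSC pools 3 and 4 correlated with each other at 0.829 and with hibHSC + SCF at 0.834 and 0.810, while their correlations with the HSC pools ran from 0.701 to 0.753.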

Despite the strong overlap in cell-cycle and MolO gene signature expression, hibHSCs form a distinct cluster away from freshly isolated HSCs (Figures 5A and Figure S4B). 

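Sult1a1, a sulfotransferase gene, and Gimap1, a GTPase gene of immune cells, were both lower in hibHSCs. Sult1a1 (ENSMUSG00000030711, chromosome 7, 126672865 to 126676432) was at 505.2 (501 to 509) CPM in HSC pools 1 and 2 and 885 (876 to 895) in HSC pool 3, and at 108.4 (106 to 110.8) and 116 (111.5 to 121) in hibHSC pools 3 and 4, a log2 ratio of -2.62 (pairings -3.02 to -2.11). It was read in 98.6% (94.9 to 99.8%) of HSCs and 35.3% (27.3 to 43.8%) of hibHSCs, and in 84.8% and 22.3% of cells thinned to equal depth. Gimap1 (ENSMUSG00000090019, chromosome 6, 48739054 to 48743795) was at 268 and 424 CPM in the HSC pools and 146.3 and 117.1 in the hibHSC pools, a log2 ratio of -1.39 (pairings -1.85 to -0.87). Over all genes, 1307 were at least 2-fold higher in hibHSCs and 965 lower, of 10058 measured, and 496 and 285 of them were 2-fold in every pairing of pools. The split depended on the scaling: with TMM factors 539 were higher and 2145 lower (20.1% higher, against 57.5%), and with median-of-ratios factors 864 were higher and 1444 lower (37.4%). Without HSC pool 3, 2942 were higher, and without hibHSC pool 3, 1704 were lower. In simulated cells with no difference in most genes, 889 of 9506 unchanged genes (9.35%) met the rule. The simulated pools of a group did not differ from each other, as the measured HSC pools do, so the share does not cover pool differences.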

While some of this distance could be attributable to downregulation of specific MolO genes (including *Sult1a1* and *Gimap1*, Figure 6D), global differential gene expression analysis between HSCs and hibHSCs identified 116 upregulated and 138 downregulated genes (Figure 6C). Among those additional genes whose expression was significantly reduced, a number of AP-1 complex members were identified, including *Jun* and *Fos* and their co-regulator *Ncor2* as well as molecules with previously described roles in HSC biology, such as *Cish* (Schepers et al., 2012) and *Vwf* (Figures 6D and S4C). 

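Fos, Jun, Ncor2, Cish and Vwf had lower mean levels in hibHSCs than in freshly isolated HSCs, but for Fos and Jun the size depended on the HSC pool. Fos (ENSMUSG00000021250, chromosome 12, 85473890 to 85477273) was at 27.6 (26.6 to 28.6) CPM in HSC pools 1 and 2 and 705.1 (697 to 713.6) in HSC pool 3, against 0.603 and 12.2 in hibHSC pools 3 and 4, a log2 ratio of -5.63 (pairings -8.78 to -1.11). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222) was at 24.2 CPM in HSC pools 1 and 2 and 487 in HSC pool 3, against 22.7 and 27.6 in hibHSCs. Its log2 ratio was -3.29, with pairings from -4.36 to 0.18, and it did not meet the size rule. Egr1, another immediate-early gene, was lower at -5.51 (pairings -6.86 to -2.58). Of 15 measured immediate-early genes outside AP-1, 7 were lower and 3 higher (median -2.17, pairings -2.51 to -0.48, percentile 0), and HSC pool 3 stood apart for this group. Of 11 AP-1 genes, Fos, Fosb (-4.80) and Mafg (-2.28) were lower, and Atf2, named after its value was seen, was higher. The median was 0.03, and -0.23 with TMM factors. It ran from -0.999 to 1.38 over the pairings of pools, with the low end within the same pool. Ncor2, a corepressor gene (ENSMUSG00000029478, chromosome 5, 125017153 to 125179219), was at 157.4 and 63.9 CPM in HSCs and 39.4 and 19.5 in hibHSCs (-1.88, pairings -2.95 to -0.68). Cish (ENSMUSG00000032578, chromosome 9, 107296026 to 107302784), a negative regulator of STAT5 signaling, was at 154.8 and 162.7 CPM in HSCs and 16.6 and 9.18 in hibHSCs (-3.53, pairings -4.01 to -3.15). Vwf (ENSMUSG00000001930, chromosome 6, 125546774 to 125686679), which marks platelet-biased HSCs, was at 409.9 and 328 CPM in HSCs and 178.9 and 168.1 in hibHSCs (-1.09, pairings -1.28 to -0.87).

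**Figure D3:**
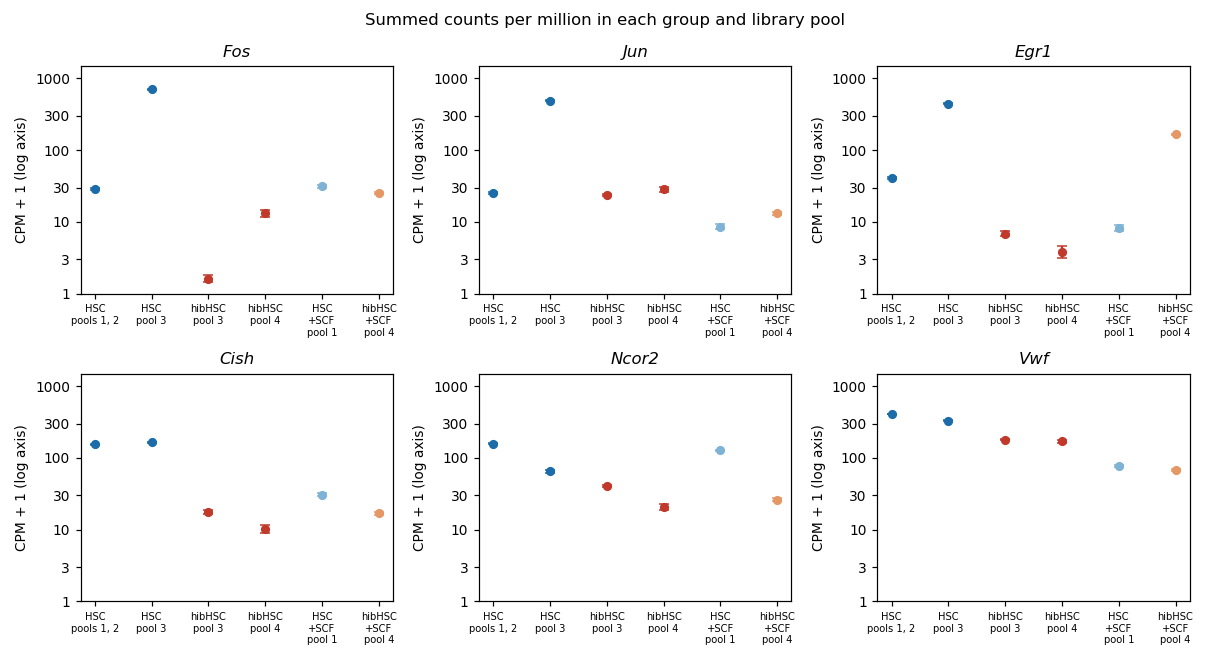
Levels of Fos, Jun, Egr1, Cish, Ncor2 and Vwf (CPM + 1, log axis) in each group and library pool, with exact Poisson 95% intervals as bars. Fos, Jun and Egr1 are highest in HSC pool 3, whereas Cish and Vwf are lower in every hibHSC pool than in every HSC pool.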

Since hibHSCs retain their functional properties *in vivo*, these data suggest that high levels of these genes are not a requirement for HSC function. On the other hand, pathways that were highly upregulated in hibHSCs were associated with stress response and nutrient deprivation, consistent with being kept in minimal cytokine conditions, and KEGG pathway analysis identified cAMP and mTOR signaling (Dhawan and Laxman, 2015) alongside glycolysis and fatty acid biosynthesis (Figure 6E). This accords with enrichment of HSC pro-survival genes *Ier3* and *Pdcd1lg2* expression in hibernating HSCs. 

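The metabolic and stress lists other than cholesterol synthesis differed in their share of genes higher in hibHSCs. Of all 10058 measured genes, 1307 were higher. The share was 33.33% in the unfolded protein response and 30.77% in the integrated stress response. It was 15% in glycolysis, 14.29% in fatty acid synthesis and 12.5% in hypoxia. In the mTOR pathway it was 3.12%, and in the cAMP pathway and heat shock 0%. In glycolysis, Hk2, a hexokinase gene, was at 353 CPM in hibHSCs and 23.02 in HSCs (log2 ratio 3.88), Aldoc, an aldolase, at 1.99 and Pkm, pyruvate kinase, at 1.56, while Pfkm (-1.60) and Gapdh (-1.24) were lower. Pkm and Gapdh were named after their values were seen. The median of 20 measured genes was 0.21 (pairings of pools -0.06 to 0.85, percentile 52). In fatty acid synthesis, 3 of 21 were higher and 0 lower (median 0.42, pairings 0.39 to 0.63, percentile 92.8): Me1, which supplies NADPH (3.84), Acacb, an acetyl-CoA carboxylase (2.10), and the elongase Elovl1 (1.10). Of 32 mTOR pathway genes, Lamtor1, named after its value was seen, was higher, and Eif4ebp2 (-1.47), Rps6 (-1.21) and Akt1 (-1.15) were lower (median 0.02, pairings -0.23 to 0.52, percentile 32.9). Of 23 cAMP pathway genes, 0 were higher and Adcy6, an adenylyl cyclase (-2.64), and Creb5 (-1.39) were lower (median 0.17, pairings -0.06 to 0.58, percentile 63.0). With TMM factors the medians of glycolysis, fatty acid synthesis, mTOR and cAMP were -0.24, -0.14, -0.45 and -0.34, against -0.42 for all genes. Of 15 genes of the unfolded protein response, 5 were higher and 0 lower (median 0.44, pairings -0.01 to 1.06, and -0.06 with TMM factors, percentile 88.2), with the stress-sensing transcription factor genes Xbp1 at 1.84 and Atf6 at 1.19 and the chaperone gene Calr at 1.34. Of 13 genes of the integrated stress response, which amino acid shortage induces, 4 were higher and 3 lower (median -0.01, pairings -0.56 to 1.11), with Vldlr at 5.51 and the serine synthesis gene Phgdh at -1.56. Of 8 heat shock genes, 0 were higher or lower, and Egln3, a hypoxia-induced oxygen sensor, was the member higher among 8 hypoxia genes (2.71).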

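Ier3 and Pdcd1lg2 were far higher in hibHSCs than in freshly isolated HSCs, in every pairing of pools. Ier3 (ENSMUSG00000003541, chromosome 17, 35821684 to 35822923), an early response gene that protects against apoptosis, was at 30.9 (29.9 to 32.01) CPM in HSC pools 1 and 2 and 76.3 (73.5 to 79.1) in HSC pool 3, and at 1162 (1154 to 1169) and 1511 (1494 to 1528) in hibHSC pools 3 and 4. Its log2 ratio was 4.61 (pairings 3.91 to 5.56), and it was read in 60.9% (52.2 to 69.1%) of HSCs and 97.8% (93.8 to 99.6%) of hibHSCs. Pdcd1lg2 (ENSMUSG00000016498, chromosome 19, 29410919 to 29471161), which encodes the immune checkpoint ligand PD-L2, was at 6.60 and 3.75 CPM in the HSC pools and 161.3 (158.4 to 164.2) and 141.7 (136.6 to 147.03) in the hibHSC pools, a log2 ratio of 4.63 (pairings 4.23 to 5.09). It was read in 15.2% (9.67 to 22.3%) of HSCs and 57.6% (48.9 to 65.9%) of hibHSCs, and in 9.42% and 46.8% at equal depth. In hibHSC + SCF, Ier3 was lower, at 459 CPM (-1.54), while Pdcd1lg2 stayed within 2-fold at 102.9 CPM.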

Of additional interest, multiple HLF target genes, including *Lyz1* and *Lrrc8a*, were overexpressed in hibernated HSCs, potentially supporting the notion that HSCs are exerting a stress response to maintain survival/quiescence (Komorowska et al., 2017) in response to cytokine deprivation (Figures 6F and S5).

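Lyz1 was higher in hibHSCs, and Lrrc8a was higher on average but not in every pairing of pools. Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868), a lysozyme gene, was at 0.285 CPM in HSC pools 1 and 2 and 14.8 in HSC pool 3, and at 35.6 (34.3 to 37.01) and 36.1 (33.5 to 38.8) in hibHSC pools 3 and 4, a log2 ratio of 2.11 (pairings 1.21 to 4.85). It was read in 31.2% (23.6 to 39.6%) of HSCs and 81.3% (73.8 to 87.4%) of hibHSCs. Its paralog Lyz2, a marker of monocytes and macrophages, was at 761 and 766 CPM in HSCs and 1618 and 1591 in hibHSCs (1.07), and the near-identical sequences make the split of reads between the pair uncertain. The monocyte and macrophage markers Itgam (1.74) and Cd14 (1.35) were higher in hibHSCs as well, but within the same pool they were at 0.62 and 0.03. Lrrc8a (ENSMUSG00000007476, chromosome 2, 30237715 to 30263790), a subunit of the volume-regulated anion channel, was at 6.02 CPM in HSC pools 1 and 2 and 61.4 in HSC pool 3, against 130.7 and 59.5 in hibHSC pools 3 and 4. Its log2 ratio was 1.47 with pairings from -0.04 to 4.23, so it did not meet the size rule, and it was read in 52.9% of HSCs and 57.6% of hibHSCs.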

### Human HSCs can be retained as single cells in hibernation conditions

To investigate whether cytokine deprivation had a similar effect on human HSCs (hHSCs), we isolated single human CD34^+^CD38^−^CD90^+^CD45RA^−^CD19^−^CD49f^+^ cells from cord blood and cultured them in serum-free medium with human IL-11 alone for 7 days (Figure 7A). Similar to mouse LT-HSCs, survival was lower with cytokine deprivation (Figure 7B) and, although some cells divided (∼25.6%, Figure 7C), a large proportion remained as single cells compared with hHSCs under standard cytokine conditions (Belluschi et al., 2018; Ortmann et al., 2015). The fact that some hHSCs divided may be due to the starting purity or activation state of HSCs from cord blood. Upon transplantation of limited numbers of day 7 cultured hHSCs, repopulation was stable out to 20 weeks post-transplantation, but donor repopulation was below detection for the lowest-dose recipients (Figure 7D). Together these results demonstrate that IL-11 alone can maintain a proportion of multi-potent hHSCs in a non-dividing state, but further culture optimization would be required to support retention of large numbers of fully functional hHSCs.

**Figure 7:**
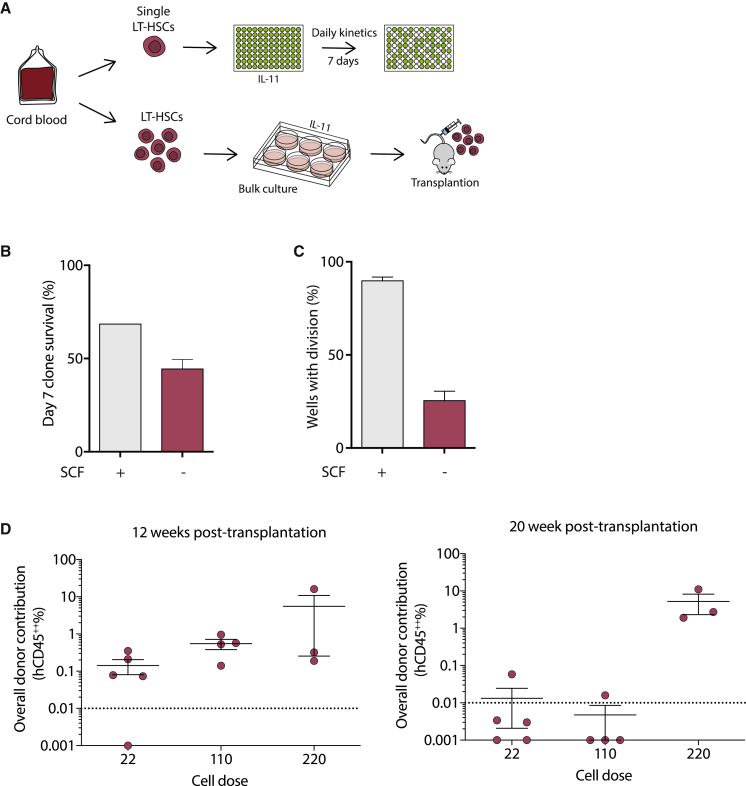
Hibernation conditions keep the majority of human HSCs as single cells (A) Single human HSCs (CD34^+^CD38^−^CD90^+^CD45RA^−^CD19^−^CD49f^+^) from umbilical cord blood were sorted into individual wells and cultured in the presence of IL-11 with or without SCF. In parallel, human HSCs were bulk-cultured for 7 days in the absence of SCF and transplanted at three different cell doses (22, 110, and 218) into immunodeficient recipients and monitored for engraftment. (B) Survival of HSCs in the presence or absence of SCF over 7 days, where absence results in 1.5-fold reduced survival compared with SCF-supplemented cultures (fresh n = 192; post-hibernation, n = 672; 5 independent experiments) (C) The proportion of cells divided at 5–7 days in culture with and without the addition of SCF is displayed. Significantly more cells divide in the presence of SCF with the majority of cells in hibernation conditions remaining as single cells (fresh, three independent experiments, post-hibernation, five independent experiments). Bars show mean with SEM. (D) The graphs show the percentage of human cell engraftment (%CD45^++^) in PB from transplanted mice at 12 and 20 weeks post-transplantation (cell dose 22, n = 5; 110, n = 4; 218, n = 3). The threshold for events considered as positive was >0.01% with a minimum of 30 analyzed events. Non-engrafted mice shown below the dashed line. CD45^++^ indicates cells positive for two distinct CD45 antibodies. Bars show mean with SEM.

## Discussion

Recent studies have produced a substantial amount of single-cell gene expression data from normal and malignant hematopoietic cells isolated from the mouse bone marrow (Shepherd and Kent, 2019). As a result, the transcriptional program of a quiescent “steady-state” LT-HSC is firmly established. Which genes drive individual LT-HSC properties (e.g., quiescence, self-renewal, differentiation, stress response) is much less well understood, and is complicated by only being able to obtain highly purified functional LT-HSCs from a single physiological state (i.e., quiescent cells from the bone marrow niche). Indeed, studies that have compared LT-HSCs to their downstream progenitors have identified “cell-cycle” changes as the dominant molecular feature separating LT-HSCs from non-HSCs (Passegué et al., 2005; Wilson et al., 2015). Hibernation cultures allow us to isolate and maintain functional LT-HSCs for prolonged periods of time in the absence of other cells without undergoing cell division or differentiation, thereby allowing the resolution of the common molecular program of HSCs in different physiological state. We identify molecules potentially dispensable for HSC function and a common molecular program of SCF activation in purified HSCs from distinct states. Finally, our study also resolves a debate about the impact of serum exposure on the cell fate of LT-HSCs (Domen and Weissman, 2000; Ieyasu et al., 2017; Rogers et al., 2008), showing that LT-HSCs can be cultured in the presence of serum for 7 days without undergoing differentiation or proliferation.

Distinct endogenous signaling pathways have been shown to regulate LT-HSC survival, self-renewal, and proliferation in both mouse (Wohrer et al., 2014) and human (Knapp et al., 2017). A similar cellular phenomenon of hibernation was observed when LT-HSCs were exposed to inhibitors that blocked lipid raft clustering (even in the presence of SCF) and remained undifferentiated as single cells for 5–7 days in culture (Yamazaki et al., 2006). Despite being deprived completely of TPO and SCF signaling, our hibernation cultures contain IL-11, without which all cells die within 48 h. One of the key pathways activated by IL-11 is gp130, which has been historically implicated in a wide array of stem cell systems, including mouse embryonic stem cells with LIF (Nichols et al., 2001), the *Drosophila* germ stem cell niche with Upd (Amoyel and Bach, 2012), mouse neural stem cells with CTNF and LIF (Shimazaki et al., 2001), mouse muscle stem cells with OSM (Sampath et al., 2018), and mouse HSCs with IL-6 and IL-11 (Yoshida et al., 1996; Audet et al., 2001). Of particular interest, OSM was shown to promote muscle cell engraftment without inducing proliferation (Sampath et al., 2018), lending additional support to the hypothesis that gp130 stimulants may regulate survival of quiescent stem cells in multiple stem cell systems.

Whereas other *in vitro* conditions have been shown to maintain mouse LT-HSCs, these systems uniformly create populations of cells in which LT-HSCs are the vast minority of the final culture (Bak et al., 2018; Gundry et al., 2016; Wagenblast et al., 2019; Wilkinson et al., 2019). In the absence of a robust *in vitro* LT-HSC purification strategy, molecular studies are therefore compromised by large numbers of contaminating non-HSCs. Our study averts this issue by retaining functional LT-HSCs as single cells. The gene expression programs of single functional LT-HSCs in 7-day hibernation conditions show a high retention of known self-renewal regulators, and are consistent with the cells being in G_0_/G_1_. They also identify several regulators whose absence does not impact HSC engraftment or serially repopulation. One such set of factors was the AP1 complex, where expression of several members including *Jun*, *Fos*, and *Ncor2* was significantly reduced in hibernation cultures. This is potentially due to the hibernation cultures driving their extinguished expression and cells that do not have sufficient amounts of AP1 complex members do not survive. In contrast, i*n vivo* loss or reduced AP1 function leads to increased proliferation and differentiation (Santaguida et al., 2009). It may be that expression of these molecules is rescued upon transplantation when HSCs expand, although the SCF-induced entry into cell cycle does not on its own initiate their expression.

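With SCF for 16 h, Ncor2 of hibHSCs came no closer to the level of freshly isolated HSCs, Jun was not higher, and Fos had a higher mean level. For Jun, the hibHSC pools (22.7 and 27.6 CPM) already lay near HSC pools 1 and 2 (24.2), and HSC pool 3 (487) was far above. No time before 16 h was sampled, so a shorter rise would not be seen. In hibHSC + SCF against hibHSCs, Jun was at 12.1 CPM, a log2 ratio of -0.99 (pairings -1.12 to -0.85), and Ncor2 at 25.2 CPM (-0.22, pairings -0.63 to 0.35). Fos was at 24.3 (23.3 to 25.3) CPM, a log2 ratio of 1.77 with pairings from 0.94 to 3.98, below the share of cells needed to be counted. This level was near that of HSC pools 1 and 2 (27.6 CPM) and far below that of HSC pool 3 (705.1 CPM). Of 10 measured AP-1 genes, Fosl1 was higher (3.07) and Mafk (-1.52) and Fosl2 (-1.02) were lower (median -0.72, pairings -0.74 to -0.35, percentile 1.31). The immediate-early gene Egr1 was higher with SCF in hibHSCs, at 166 CPM against 5.79 and 2.79 (4.98). In freshly isolated HSCs given SCF, Jun was lower (-4.91, pairings -5.83 to -1.56), Fos was at -3.54 with pairings from -4.49 to 0.14, and Ncor2 was little different (0.19). From the lower levels of AP-1 genes in hibHSCs that keep their function, the paper proposes that high levels are not required for HSC function, and that their expression may return when HSCs expand after transplantation.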

A previous study has reported that low cytokine concentration in culture facilitates the maintenance of engraftable mouse and hHSCs (Kobayashi et al., 2019) with reduced proliferation *in vitro* and this finding is supported by studies showing that slow-dividing LT-HSC clones were much more likely to retain HSC function (Dykstra et al., 2006; Laurenti et al., 2015). However, none of these studies were able to retain single LT-HSCs at high purities with indistinguishable properties from freshly isolated LT-HSCs, making it impossible to perform molecular studies on single functional HSCs or to manipulate them at the single-cell level. Hibernation cultures permit such analyses since single LT-HSCs do not lose any functional capacity with a highly similar, if not slightly improved, primary and secondary transplantation capacity compared with freshly isolated HSCs.

The finding that high CD150 expression levels prospectively identify resilient HSCs that survive hibernation are broadly consistent with data that implicate CD150 as a marker of LT-HSCs with more durable self-renewal capacity in serial transplantation assays (Beerman et al., 2010; Kent et al., 2009; Morita et al., 2010). The highest levels of CD150 also associated with a delayed engraftment in primary transplantations, an initial deficiency in making lymphoid cells (Kent et al., 2009; Morita et al., 2010), and an ability to create daughter HSCs with full multi-lineage potential (Dykstra et al., 2007; Komorowska et al., 2017). This further accords with the increased number of α-HSCs (myeloid-biased) observed in our transplantation data. The delay in engraftment observed generally in α-HSCs may be related to the dynamics of quiescence/activation of daughter LT-HSCs in a transplantation scenario and our *in vitro* hibernation system offers the chance to study HSC activation in a distinct physiological context with unprecedented resolution. This latter capacity is particularly important in the context of HSC transplantation where cells need to exit, and eventually return to, quiescence during any sort of *in vitro* culture period and subsequent re-seeding of recipient bone marrow.

Optimization of hibernation cultures for manipulating highly purified LT-HSCs would also have a wide range of applications in experimental and clinical research. The knowledge that LT-HSCs are fully functional during hibernation offers the opportunity to manipulate them at the single-cell level with precise assessment of the impact of specific modifications. Our data show that genetic modification can be undertaken in hibernation cultures which could potentially set the stage for the delivery of multiple viral constructs during the culture period. This would permit studies of combinatorial genetic modifications in highly purified LT-HSCs, as opposed to a heterogeneous pool of stem and progenitor cells typically assayed in such protocols. Finally, we provide proof-of-principle evidence that hibernation cultures can be adapted to the human setting, offering substantial potential for implementing genetic modifications in hHSCs and setting the stage for more precise interrogation of the functional properties of individual LT-HSCs.

## Experimental procedures

### Mice

C57BL/6-Ly5.2 (wild type) were purchased from Charles River (Saffron Walden, Essex, UK). C57BL/6w41/w41-Ly5.1 (W41) were bred and maintained at the University of Cambridge. Full details are available in the supplemental information.

### Isolation of mouse Sca1^high^ ESLAM HSCs, *in vitro* assays, and expression profiling

HSCs were isolated from the lineage-depleted cell suspension by using fluorescence-activated cell sorting using EPCR^high^, CD45^+^, Sca-1^high^, CD48^low/neg^, and CD150^+^ (or ESLAM), as described previously (Kent et al., 2009) with full details found in the supplemental information.

### Bone marrow transplantation assays and analysis

Donor cells were obtained from C56BL/6J mice (CD45.2). Recipient mice were C57Bl6W41/W41 (W41) mice as described previously (Benz et al., 2012; Kent et al., 2009).

Full details of transplantation and peripheral blood analysis are in the supplemental information.

### Lentiviral transduction of mouse HSCs

ESLAM HSCs (7,000 cells) were isolated and transduced with GFP-containing lentivirus; full details of the transduction method and assays are in the supplemental information.

### Isolation of human cord blood HSCs and *in vitro* assays

Cord blood samples were obtained from the Cambridge Blood and Stem Cell Biobank with informed consent from healthy donors in accordance with regulated procedures approved by the relevant Research and Ethics Committees. Details of HSC isolation and *in vitro* assays are given in the supplemental information.

### scRNA-seq

scRNA-seq analysis was performed as described previously in Picelli et al., 2014) (Smart-seq2), with full details given in the supplemental information. Data are publicly available using the GEO accession number: GSE160131. All code is available upon request.

### Xenotransplantation and analysis

Donor cells were obtained from CD34-enriched cord blood samples. Recipient mice were NSG. Full details of transplantation and peripheral blood analysis are given in the supplemental information.

## Author contributions

C.A.O., M.B., D.G.K., and E.L. conceived and designed the experiments. C.A.O., M.B., M.S.S., J.L.C.C., G.B., C.McD., and S.B. performed the experiments. C.A.O., M.B., D.B., F.K.H., E.D., and H.P.B. analyzed the data. M.B., D.B., and D.G.K. wrote the paper with input from E.L. and B.G.

## Declaration of interests

The authors declare no competing interests.

## Supplemental information

Document S1. Supplemental experimental procedures and Figures S1–S5

Table S1. JAK/STAT, MAPK, NKFB, PI3K/AKT gene sets JAK/STAT, MAPK, NFKB, PI3K/AKT gene sets manually curated to exclude ligand- and receptor-associated genes. See also Figure S1.

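Table S1 gives 4 lists of intracellular signaling genes and, beside these, lists of genes higher and lower in G0, of senescence and of autophagy. The JAK/STAT list names 85 genes, of which 83 matched a gene in the count files, and all but 2 of the MAPK genes matched, as did all 16 NFKB genes and all 93 PI3K/AKT genes. Ligand and receptor genes were removed from these lists by the paper, so they cover kinases, adaptors and transcription factors of each pathway and not the cytokines and receptors upstream. The G0 lists name 49 genes higher and 22 lower, all of which matched. The autophagy list names 35 genes, of which 29 matched, and of the senescence list 66.2% matched. With SCF, 19 of 58 measured JAK/STAT genes were at least 2-fold lower and 5 higher in HSC + SCF (median log2 ratio -0.49, pairings of pools -0.62 to -0.28), and 11 of 59 lower and 4 higher in hibHSC + SCF (median -0.50, and -0.27 with TMM factors). Of 82 PI3K/AKT genes, 12 were higher and 4 lower in HSC + SCF (median 0.20, pairings of pools -0.08 to 0.70), and of 83 in hibHSC + SCF 11 were higher and 9 lower (median 0.07).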

Document S2. Article plus supplemental information

## Footnotes

Supplemental information can be found online at https://doi.org/10.1016/j.stemcr.2021.04.002.

How the deposited data were processed for this re-analysis (not part of the article)

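Mouse long-term HSCs were profiled as single cells by Smart-seq2 in 4 groups: freshly isolated HSCs, hibHSCs after 7 days with IL-11, and cells of both kinds given SCF for 16 h. The submitters' processing notes state that reads were aligned to mm10 with GSNAP and counted per gene with HTSeq. The authors' deposited files hold raw read counts, 1 column per cell and library pool, for 46078 genes, 92 spike-in sequences and 5 HTSeq summary lines. The summary lines, which hold reads not assigned to a gene, take 47.4% of all counts and the spike-ins 17.0%, and both were left out of gene totals. Symbols and coordinates came from GENCODE M21 on mm10, which names 45143 of the gene identifiers; the others hold 0.133% of the reads on genes.

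The 622 columns were reduced to 527 distinct cells by adding the counts of HSC pools 1 and 2 for each index pair. Whether columns share a library was checked on genes with at least 20 reads in the pair: the median chi-square per gene was 1.62 for the same index pair in HSC pools 1 and 2 and 67.3 for other pairs of cells. Cells were kept with at least 100000 reads on genes, at least 2000 genes with a read and at most 20% of reads on the 37 mitochondrial genes. The kept cells numbered 90 of 95 in HSC pools 1 and 2, 48 of 48 in HSC pool 3, 93 of 96 in hibHSC pool 3, 46 of 48 in hibHSC pool 4, 66 of 96 in HSC + SCF and 129 of 144 in hibHSC + SCF. The median number of genes per kept cell ranged from 6105 in hibHSC pool 4 to 8634 in hibHSC pool 3. Cells were sorted singly into wells, and no doublet caller was run.

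The labels name no animal, culture or replicate, so each group was treated as 1 sample, cells were not used as replicates and no test between groups was made. Nuclear-gene counts were summed over the kept cells of each group and pool, scaled by the total to CPM and averaged over the pools of a group. A log2 ratio was taken after adding 1 CPM to each level. The comparisons were hibHSCs against HSCs, HSC + SCF against HSCs and hibHSC + SCF against hibHSCs. Freshly isolated HSCs were not cultured, so HSC + SCF against HSCs combines SCF with 16 h of culture. Genes with at least 10 CPM and a read in at least 20% of cells in the higher group were measured, and a gene counted as 2-fold higher or lower when the log2 ratio was at least 1 in size and all pairings of pools had the same sign. Exact Poisson and exact binomial intervals were taken at the 95% level, and a floor of 3 counts was used where a level was 0.

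For each comparison, the genes named were the 10 highest and the 10 lowest, leaving out unnamed gene models, ribosomal pseudogenes, mitochondrial genes and small RNAs, every gene that the paper's text, Fig. 6D or Fig. 6F names, the sort markers, and up to 4 members of each gene list with the largest differences. Genes named outside this rule are said to have been named after their values were seen. The 39 gene lists, covering pathways, complexes and markers of other blood and stromal cells, and the 8 lists of Table S1 were taken as groups. The percentile of a list's median came from 10000 random lists matched in 20 bins of mean expression.

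Cell-cycle phases were called with the S and G2/M scores of Seurat 5.3.0 in R 4.3.3, with genes read in at least 10 cells, and again with cyclone from scran 1.30.0. Nearest neighbours were found with scanpy 1.11.5 and scikit-learn 1.9.0, with 15 neighbours on 20 principal components of 2000 variable genes. Sums, intervals and simulations were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The size rule was tested on simulated data with known differences, where it recovered 44.8%, 88.1% and 98.5% of genes set 2-, 4- and 8-fold apart between hibHSCs and HSCs. The simulated data held spread between cells but no differences between pools of a group.

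The alternatives were TMM factors from edgeR 4.0.16, median-of-ratios factors from DESeq2 1.42.0, pseudocounts of 0.1 and 10 CPM, no filter on genes or at least 50 CPM in at least 50% of cells, a log2 threshold of 1.5, stricter cells (at least 200000 reads, at least 4000 genes and at most 10% mitochondrial reads) or all cells with at least 1000 reads, sums over all cells of a group, means over cells, groups compared within 1 pool only, each pool left out in turn, cells thinned to 100000 reads, 5 or 30 neighbours and 500 or 5000 variable genes. The choice of lists, filters, comparisons and these alternatives was made before the data were examined. The comparison of single pairings of pools, the removal of cells with at least 1% of reads on markers of another lineage and the use of HSC pools 1 and 2 as separate pools were added after the data were seen. The paper's flow cytometry, culture and transplantation experiments and its human cells were not analysed here.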

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

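The tests of explanations for the immediate-early genes, the shared libraries and the cholesterol genes were chosen only after the results were seen, and the gene lists were not. Interferon response genes went opposite ways with SCF: the median log2 ratio was -0.91 in HSC + SCF against HSCs and 1.25 in hibHSC + SCF against hibHSCs, in every pairing of pools, and this difference between the groups was not tested. In hibHSC + SCF, Ifit3 had a log2 ratio of 3.23, Ifit1 2.80 and Irf7 2.14. Further gene groups stood well above all genes. The p53 targets had a median of 1.61 in HSC + SCF, with 11 of 17 at least 2-fold higher. The integrated stress response had 1.54 in hibHSC + SCF, with Chac1 at 3.91 and Mthfd2 at 2.52. Ribosome biogenesis had 1.29 in hibHSC + SCF, with Rrp12 at 2.38 and Dkc1 at 2.01. Cholesterol synthesis had 1.50 in hibHSCs against HSCs.

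Cholesterol synthesis genes were higher in hibHSCs in every pairing of pools, with medians from 1.32 to 1.95. Differences between pools argue little for it, since the largest median between pools of the same group was 0.44. The median over all pools was 1.01 with TMM factors and 1.30 with median-of-ratios factors, so it was smaller but still positive. Relative to all genes the TMM median was 1.43. A scaling factor moves all genes of a pool alike, so this relative value could not test scaling. The same genes were higher in HSC + SCF than in HSCs, by a median of 0.97 in the lowest pairing, so culture outside the marrow, rather than hibernation alone, may be part of the cause. Both comparisons share the freshly isolated HSCs as their reference, and no cells cultured in another way were measured, so an effect of the medium or of IL-11 stays open and untested.

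Immediate-early genes were higher in HSC pool 3 than in HSC pools 1 and 2: of 26 measured, 21 were at least 2-fold higher, with a median log2 ratio of 2.37 among these. Cells of pool 3 were paired with cells of pools 1 and 2. The cell of pool 3 was higher in 61.5% of pairs in the median over the 21 (56.97 to 67.5% over resampled genes). If the other cells did not differ between the pools, 5 cells above all others would give 55.2%. The 21 genes were picked as higher in these same cells, which favours a high share, and other genes were not scored. The median therefore cannot exclude a few cells as the source for the set. For single genes, the share was above 55.2% by more than its own interval for 10, among them Fos (82.9%), Jun (85.7%) and Egr1 (83.6%), but not for the other 11. Without the 5 highest cells of pool 3, 8 of the 21 were no longer 2-fold higher, so for such genes a few cells stay open. The high spike-in share of pool 3 is an unlikely cause for these genes as a set. In hibHSC pool 4, with a share as high, their median against hibHSC pool 3 was 0.07. It covers the 17 genes with at least 10 CPM in a hibHSC pool. Of these 17, 3 were at least 2-fold higher in hibHSC pool 4, among them Fos (3.04, at 12.2 against 0.603 CPM), so for such genes the share stays open. Handling during isolation and differences between animals stay open and were not tested, and the lower Fos and Egr1 of hibHSCs rest in part on HSC pool 3.

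The HSC columns of pools 1 and 2 matched by index pair in 98.9% of cells, which is consistent with 1 set of libraries sequenced in both pools. An index pair that biases counts in the same way in any pool is unlikely, since the highest share in any other pair of units was 8.51%. The labels do not state the shared origin, and no biological explanation was tested.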

How the results depend on the processing

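The single pairings of pools, the removal of other-lineage cells and the separate use of pools 1 and 2 were chosen after seeing the data, and the other alternatives were not. The labels give no replicate numbers, so no replicates were paired, but both groups of each comparison share a pool and were also compared within it. No called value changed sign under any alternative run. For runs within 1 pool, single pairings and runs that leave out a pool, this was fixed in advance. A gene is called only with the same sign in every pairing. Medians of some lists did change sign with TMM factors. In hibHSCs against HSCs, glycolysis went from 0.21 to -0.24, fatty acid synthesis from 0.42 to -0.14 and autophagy from 0.42 to -0.17. The share of neighbours in the own group was 82.4% with 500 variable genes and 87.7% to 92.5% under the other settings. G1 shares with cyclone were 100%, 94.2%, 97% and 91.5% for HSC, hibHSC, HSC + SCF and hibHSC + SCF, and the cause was not tested.

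Counts of genes at least 2-fold higher and lower moved most, and are given as multiples of the counts reported: 1307 and 965 for hibHSCs, 1190 and 1838 for HSC + SCF, 1152 and 1272 for hibHSC + SCF, and 305 and 374 for the genes shared by both SCF comparisons. With TMM factors they were 0.412 (539 genes) and 2.22 (2145) for hibHSCs, 1.50 (1731) and 0.614 (781) for hibHSC + SCF, and 0.650 (243) for the shared lower genes. Median-of-ratios factors gave 0.661 (864) for the higher genes of hibHSCs. Comparing within the same pool gave 1.61 (1552) for the lower genes of hibHSCs, 1.94 (2314) for the higher genes of HSC + SCF and 1.88 (573) for the shared higher genes. The cause was not tested for any of these.

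With no filter on genes the multiples were 2.66 and 1.61 for hibHSCs, 1.78 and 1.88 for HSC + SCF, 1.75 and 2.06 for hibHSC + SCF, and 1.64 and 2.07 for the shared genes. With at least 50 CPM in 50% of cells they were 0.324 and 0.408, 0.495 and 0.387, 0.453 and 0.269, and 0.456 and 0.262 in the same order. At a log2 threshold of 1.5 they were 0.507 and 0.550, 0.475 and 0.611, 0.456 and 0.427, and 0.384 and 0.340. With a pseudocount of 10 they were 0.622 and 0.666 for hibHSCs, 0.660 for the higher genes of HSC + SCF, 0.600 and 0.546 for hibHSC + SCF, and 0.570 and 0.489 for the shared genes. These settings let in more or fewer genes by their construction.

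Single pairings gave 2.48 and 1.56 for HSC pools 1 and 2 with hibHSC pool 3, 2.16 and 1.88 with hibHSC pool 4, and 1.61 and 1.98 for the lower genes of HSC pool 3 with hibHSC pools 3 and 4. Leaving out each pool in turn gave 1.08 to 2.25 and 1.31 to 1.77 for hibHSCs, 1.17 to 1.94 and 1.01 to 1.29 for HSC + SCF, 1.23 to 1.43 and 1.01 to 1.37 for hibHSC + SCF, and 0.921 to 1.58 and 0.944 to 1.17 for the shared genes. The largest moves were without HSC pool 3, at 2.25 (2942 higher in hibHSCs), 1.94 (2314 higher in HSC + SCF) and 1.58 (482 shared), and without hibHSC pool 3, at 1.77 (1704 lower in hibHSCs). With fewer pools, fewer pairings need the same sign. For HSC + SCF, leaving out HSC pool 3 is the same calculation as comparing within the same pool. For hibHSC + SCF, the same holds for leaving out hibHSC pool 3. Of 561 ratios of named genes, the share that moved beyond its interval was 34.2% with a pseudocount of 10 and 14.8% with 0.1, 25.3% with TMM factors, 20% with means over cells, 13.2% within the same pool, 9.4% with stricter cells, 7.8% with median-of-ratios factors, 3.9% without other-lineage cells and 1.8% with no cell filter. Of the ratios each setting could change, single pairings of pools moved 29.7% to 44.8%, and leaving out a pool moved 1.6% to 15.5%, the most without HSC pool 3. Without other-lineage cells, the log2 ratio of Ighm in HSC + SCF against HSC was -1.41, where -6.53 is reported.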

Differences from the paper's values

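The counts here use no alternative chosen after seeing the data, but the adding of HSC pools 1 and 2 rests on their match in these data. With these as separate pools, 1433 genes were higher and 896 lower in hibHSCs, and 1347 higher and 1626 lower in HSC + SCF. The pairings of pools given for single genes belong to the size rule, which was set before. The paper's counts come from a negative binomial test with Benjamini-Hochberg correction. Its text names no fold threshold or unit of replication but leaves the details to the supplemental information, which was not used here. The counts here use a fixed size rule with each group as 1 sample. For hibHSCs against HSCs, the paper reports 116 genes up and 138 down, and 1307 were higher and 965 lower here. None of the 16 alternatives set before the data were examined came within 1.5 times of either, and they ranged from 424 to 3471 higher and from 394 to 2145 lower. For genes shared by both SCF comparisons, the paper reports 13 up and 14 down, and 305 and 374 were found here, at 0.384 to 1.88 and 0.262 to 2.07 times these numbers over 16 alternatives (573 and 773 at most), none within 1.5 times of the paper's. For HSC + SCF against HSCs, the paper shows about 75 up and about 160 down in Fig. 6A, read by eye, and 1190 and 1838 were found here, at 0.475 to 1.94 and 0.387 to 1.88 times these numbers over 14 alternatives (2314 and 3451 at most), none within 1.5 times of the paper's. For hibHSC + SCF against hibHSCs, it shows about 200 up and about 440 down in Fig. 6A, read by eye, and 1152 and 1272 were found here. Of 14 alternatives, none came within 1.5 times of the higher count (0.453 to 1.75 times the number found here, 2021 at most), and the lower count (342 to 2625) was within 1.5 times with at least 50 CPM in 50% of cells (342) and at a log2 threshold of 1.5 (543).

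The paper states that Jun is reduced in hibHSCs. Its log2 ratio was -3.29 here, but against HSC pools 1 and 2 the highest pairing was 0.18, while Fos, Ncor2, Cish and Vwf were lower in every pairing. It states that Lrrc8a is overexpressed in hibHSCs, and the log2 ratio was 1.47 with a lowest pairing of -0.04, while Lyz1, Ier3 and Pdcd1lg2 were higher in every pairing. It lists cAMP, mTOR and glycolysis among the KEGG pathways enriched in hibHSCs. The lists used here are not the KEGG sets, and a median is not a measure of enrichment, so the values cannot be set against each other. The medians of the cAMP, mTOR and glycolysis lists here were 0.17, 0.02 and 0.21, at percentiles 63.0, 32.9 and 52 among matched lists, while fatty acid synthesis was at 92.8. The paper places both SCF groups under 40% of cells in G1, and HSC + SCF was at 40.9% here, at 42.4% with cells thinned to equal depth, 41.7% with stricter cells and 35.8% with all cells, and hibHSC + SCF at 38%, 40.3%, 38.8% and 41.5%. With cyclone they were at 97% and 91.5%, beyond 1.5 times the paper's values. The order of MolO expression held for 7 of the 10 genes named.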

Other observations

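The values here come from lists and rules set in advance, with 2 exceptions. The list median over pairings of pools and the other-lineage cells were added after the data were seen. Of 24 measured mitosis genes, 23 were at least 2-fold higher in hibHSC + SCF against hibHSCs (median log2 ratio 2.88). In HSC + SCF against HSCs, 4 passed the filter on expression, too few to set beside these, with Top2a (2.42) and Cdk1 (1.78) higher and Cenpa (-4.23) and Kif23 (-1.81) lower. Of the Seurat G2/M genes, 29 of 42 were higher and 0 lower in hibHSC + SCF (median 1.63), and 8 of 24 were higher and 4 lower in HSC + SCF (median 0.59, and 1.08 within the same pool, percentile 99.88). Of 17 lysosome genes, 5 were higher in hibHSCs than in HSCs and 1 lower (median 0.79, and 0.26 with TMM factors, percentile 99.8), led by the protease gene Ctsd (1.84) and the cholesterol exporter gene Npc1 (1.69). With SCF, 3 of 17 were lower in hibHSC + SCF and 0 higher (median -0.69, and -0.44 within the same pool and -0.40 with TMM factors). Of 19 ribosome biogenesis genes, 4 were lower in hibHSCs and 0 higher (median -0.66, percentile 0.04), but the median ran from -0.82 to 0.11 over the pairings of pools. Myc, among the lower genes (-2.72), was at 873 CPM in HSC pool 3 and 115.63 in HSC pools 1 and 2, against 76.99 and 71.1 in the hibHSC pools.

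Marker lists of other cell types differed in direction in hibHSCs against HSCs. Of 4 measured multipotent progenitor markers, Cd27 (1.89), Cd34 (1.52) and Sell (1.22) were higher, and in hibHSC + SCF 2 of 4 were lower than in hibHSCs (median -1.15). The hemoglobin genes Hbb-bt (5.22) and Hbb-bs (4.33) were higher in hibHSCs, at 1097 CPM against 28.5 for Hbb-bt, and 3 of 3 measured monocyte and macrophage markers were higher (median 1.35, but 0.62 within the same pool). Of 3 lymphoid markers, 0 were higher and 1 lower (median -0.70, and -0.33 within the same pool), of 4 megakaryocyte markers 1 was higher and 1 lower, of 3 endothelial and stromal markers 1 was higher and 0 lower (median -0.93, and -0.40 within the same pool), and the granulocyte marker and the mast cell marker measured met the size rule in neither direction. Cells with at least 1% of their reads on markers of another lineage numbered 1 in HSC pools 1 and 2 and 2 in HSC pool 3, with a highest share of 26.1%, and 0 in the other groups. Prss34, a mast cell and basophil protease gene, was at 1852 CPM in HSCs, and the log2 ratio of Prss34, hibHSC against HSC, was -10.30, and -1.60 without cells with other lineages' markers.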
